# Histone H3K36me2 and H3K36me3 form a chromatin platform essential for DNMT3A-dependent DNA methylation in mouse oocytes

**DOI:** 10.1038/s41467-022-32141-2

**Published:** 2022-08-03

**Authors:** Seiichi Yano, Takashi Ishiuchi, Shusaku Abe, Satoshi H. Namekawa, Gang Huang, Yoshihiro Ogawa, Hiroyuki Sasaki

**Keywords:** DNA methylation, Oogenesis, Histone post-translational modifications, Embryogenesis, Chromosomes

## Abstract

Establishment of the DNA methylation landscape of mammalian oocytes, mediated by the DNMT3A-DNMT3L complex, is crucial for reproduction and development. In mouse oocytes, high levels of DNA methylation occur exclusively in the transcriptionally active regions, with moderate to low levels of methylation in other regions. Histone H3K36me3 mediates the high levels of methylation in the transcribed regions; however, it is unknown which histone mark guides the methylation in the other regions. Here, we show that, in mouse oocytes, H3K36me2 is highly enriched in the X chromosome and is broadly distributed across all autosomes. Upon H3K36me2 depletion, DNA methylation in moderately methylated regions is selectively affected, and a methylation pattern unique to the X chromosome is switched to an autosome-like pattern. Furthermore, we find that simultaneous depletion of H3K36me2 and H3K36me3 results in global hypomethylation, comparable to that of DNMT3A depletion. Therefore, the two histone marks jointly provide the chromatin platform essential for guiding DNMT3A-dependent DNA methylation in mouse oocytes.

## Abstract (web summary)

DNMT3A is known to methylate DNA at histone H3 lysine 36 (H3K36me3)-marked transcriptionally active regions in mouse oocytes. Here the authors show that DNMT3A is also guided by H3K36me2 to methylate broad domains in genic and intergenic loci, as well as on the X chromosome. These two histone marks together comprise the minimal chromatin signature for global DNA methylation in mouse oocytes.

## Introduction

The unique DNA methylation landscape of mammalian oocytes is crucial for reproduction and development, and its formation is mediated by the protein complex composed of the de novo methyltransferase DNMT3A and its cofactor DNMT3L^1–5^. In mouse oocytes, the transcriptionally active regions are highly DNA methylated, while other regions show moderate to low levels of methylation^6–9^. It has been suggested that recognition of specific histone marks by the DNMT3A-DNMT3L complex is important for the region-selective de novo DNA methylation^5,8–11^. However, depletion of the histone-modifying enzyme for H3K36me3, H3K4me3, or H3K9me2 causes only partial loss or redistribution of DNA methylation^12–14^. For example, a loss of H3K36me3 decreases the level of DNA methylation in transcriptionally active regions, but the level of methylation in the other regions is either unchanged or even increased^14^. These findings suggest that a combination of specific histone marks or an additional mark may be operative.

Recently, it was reported that H3K36me2 contributes to de novo DNA methylation in several cell types^15–17^. This is in line with the fact that DNMT3A has a Pro-Trp-Trp-Pro (PWWP) domain, which recognizes both H3K36me2 and H3K36me3^10^. The crosstalk between H3K36me2 and DNA methylation is also suggested in human diseases; mutations in *DNMT3A* and *NSD1* (encoding a histone methyltransferase for H3K36me2) cause phenotypically similar overgrowth disorders called Tatton–Brown–Rahman syndrome^18^ and Sotos syndrome^16^, respectively. In addition, a subset of head and neck squamous cell carcinoma harboring *NSD1* mutations show DNA hypomethylation^17^. In this study, we examine the possible involvement of this histone mark in de novo DNA methylation in oocytes and find that H3K36me2 is selectively required for DNA methylation in moderately methylated regions. Furthermore, we show that simultaneous loss of H3K36me2 and H3K36me3 causes global DNA hypomethylation comparable to that in *Dnmt3a* knockout oocytes. Thus, our results reveal that H3K36me2 and H3K36me3 together constitute the primary platform for the establishment of the DNA methylation landscape of mammalian oocytes.

## Results

### H3K36me2-enriched regions are associated with moderate levels of CG methylation in oocytes

We first explored the distribution of H3K36me2 using immunofluorescence. We observed broad H3K36me2 staining in the germinal vesicle and strong H3K36me2 signals in a region near the nuclear envelope of fully grown oocytes (FGOs) (Fig. 1a and Supplementary Fig. 1a), while the H3K36me3 signals colocalized with nucleic acid staining by 4’6-diamino-2-phenylindole (DAPI) (Supplementary Fig. 1b). We then examined published Lamin B1-DamID data^19^ (Supplementary Table 1); the X chromosome was specifically associated with the nuclear lamina of FGOs (Supplementary Fig. 1c, d), suggesting that the strong H3K36me2 signals near the nuclear envelope could represent the X chromosome.

**Fig. 1:**
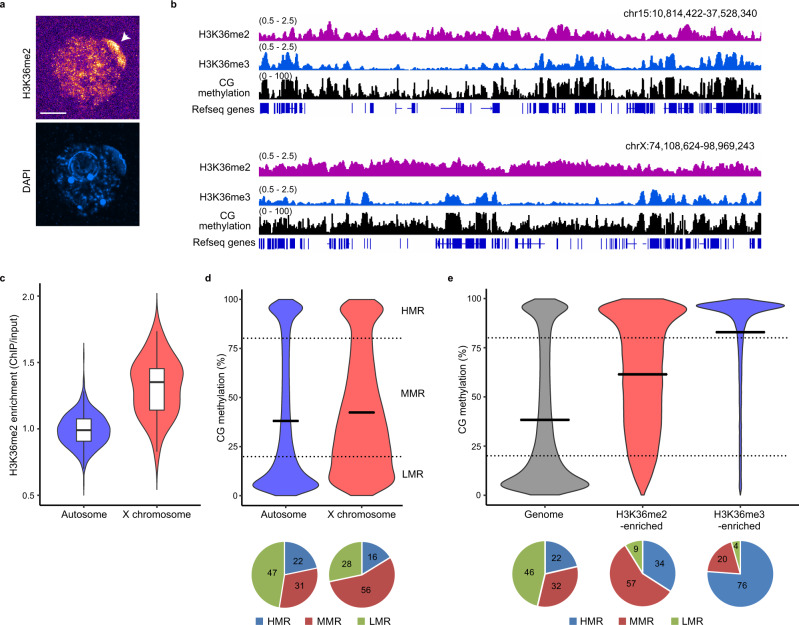
H3K36me2-enriched regions are associated with moderate levels of CG methylation in FGOs. **a** Representative images of germinal vesicles of FGOs immunostained for H3K36me2 (*n* = 14, from two independent experiments). Other representative images are also shown in Supplementary Fig. 1a. An arrowhead indicates relatively strong H3K36me2 signals near the nuclear envelope. The maximum intensity projection images are shown. DAPI 4’,6-diamidino-2-phenylindol. Scale bar, 10 μm. **b** Genome browser snapshots showing H3K36me2 and H3K36me3 enrichment and CG methylation in FGOs. The upper and lower panels show the representative regions of chromosomes 15 and X, respectively. H3K36me2 and H3K36me3 enrichment are indicated by ChIP/input. **c** Violin plots showing H3K36me2 enrichment in 5 Mb bins in autosomes (*n* = 502) and X chromosome (*n* = 35). Boxplots show median value and 25–75th percentiles, and whiskers show 1.5× interquartile range from the box. Source data are provided as a Source Data file. **d** Violin plots showing CG methylation levels of 10 kb bins in autosomes (*n* = 238,084) and the X chromosome (*n* = 15,494). The methylation level was determined in 10 kb bins. Horizontal bars indicate mean values. Pie charts show percentages of 10 kb bins categorized as HMRs, MMRs, and LMRs. **e** Violin plots showing CG methylation levels of 10 kb bins across the genome (*n* = 253,578), H3K36me2-enriched regions (ChIP/input ≥ 1.4, *n* = 30,234), and H3K36me3-enriched regions (ChIP/input ≥ 1.5, *n* = 28,655). Horizontal bars indicate mean values. Pie charts show percentages of 10 kb bins categorized as HMRs, MMRs, and LMRs.

To elucidate the H3K36me2 distribution in more detail, we performed ultra-low-input native chromatin immunoprecipitation sequencing (ULI-NChIP-seq)^20^ (Supplementary Table 2). H3K36me2 was distributed in broad domains covering both genic and intergenic regions in FGOs, albeit with local changes, as observed in cultured cells and mouse tissues^21–25^ (Fig. 1b). (See later for more detailed characterization of the distribution in relation to the transcriptional activity and other histone marks.) However, H3K36me2 enrichment occurred in larger regions in the X chromosome (Fig. 1b, c and Supplementary Fig. 1e), which in total occupied 45% of this chromosome (compared to 10% in the autosomes; 10 kb bins, ChIP/input ≥ 1.4); such biased enrichment was not observed for H3K36me3 (Supplementary Fig. 1f, g) (Supplementary Table 2).

DNA methylation mainly occurs at the cytosine of CG dinucleotides in almost all cell types, including oocytes, although non-CG methylation is also prevalent in FGOs^7^. To explore the possible link between H3K36me2 and CG methylation, we generated a whole-genome bisulfite sequencing (WGBS) map of FGOs (Supplementary Table 3). After confirming the reproducibility in biological replicates (Supplementary Note), we combined the data and categorized 10 kb regions (bins) into highly CG methylated (≥80%), moderately methylated (20–80%), and hypomethylated regions (<20%) (designated as HMRs, MMRs, and LMRs, respectively). In all chromosomes, the regional CG methylation exhibited a bimodal distribution with a preference for HMR and LMR; however, MMR was more frequent in the X chromosome (Fig. 1b, d and Supplementary Fig. 1h). Therefore, H3K36me2 could be linked to a moderate level of CG methylation. Indeed, the H3K36me2-enriched regions were more frequently associated with MMRs, while H3K36me3-enriched regions with HMRs (Fig. 1e and Supplementary Fig. 2a, b), suggesting independent functioning of the two marks in CG methylation regulation.

### Loss of H3K36me2 causes CG hypomethylation in MMRs of oocytes

Histone H3.3 with a K36M substitution (H3.3K36M) was identified as an onco-histone that affects the global H3K36 methylation level through its inhibitory effect on histone H3K36 methyltransferases^17,24–26^. While several studies reported that the mutation affects both H3K36me2 and H3K36me3^17,24,25,27,28^, we and others found that, in mouse tissues, H3.3K36M causes specific reduction of H3K36me2, possibly through its preferential effect on NSD1 and NSD2^21,22^, which catalyze H3K36me2 deposition. To determine the importance of H3K36me2 in shaping the CG methylation landscape of oocytes, we used conditional knock-in mice that we reported previously^22^: this mouse line expressed HA-tagged H3.3K36M from the *H3f3b* locus in a Cre-dependent manner (Supplementary Fig. 3a). (No detrimental effect of the HA-tag itself was confirmed by expressing an HA-tagged wild-type H3.3 protein^22^.) We collected FGOs from control (*H3f3b*^K36M-flox/+^) and *K36M* (*H3f3b*^K36M-flox/+^; *Gdf9*-Cre) mice (the *Gdf9* promoter drives Cre in an oocyte-specific manner^29^; Supplementary Fig. 3b) and performed immunofluorescence for H3K36me2 and H3K36me3. H3.3K36M caused a global loss of H3K36me2 (Fig. 2a), with virtually no effect on H3K36me3 in FGOs (Supplementary Fig. 3c). ULI-NChIP-seq with a spike-in control (Supplementary Table 2) showed that the level of H3K36me2, but not H3K36me3, was substantially decreased (Fig. 2b, c and Supplementary Fig. 3d, e).

**Fig. 2:**
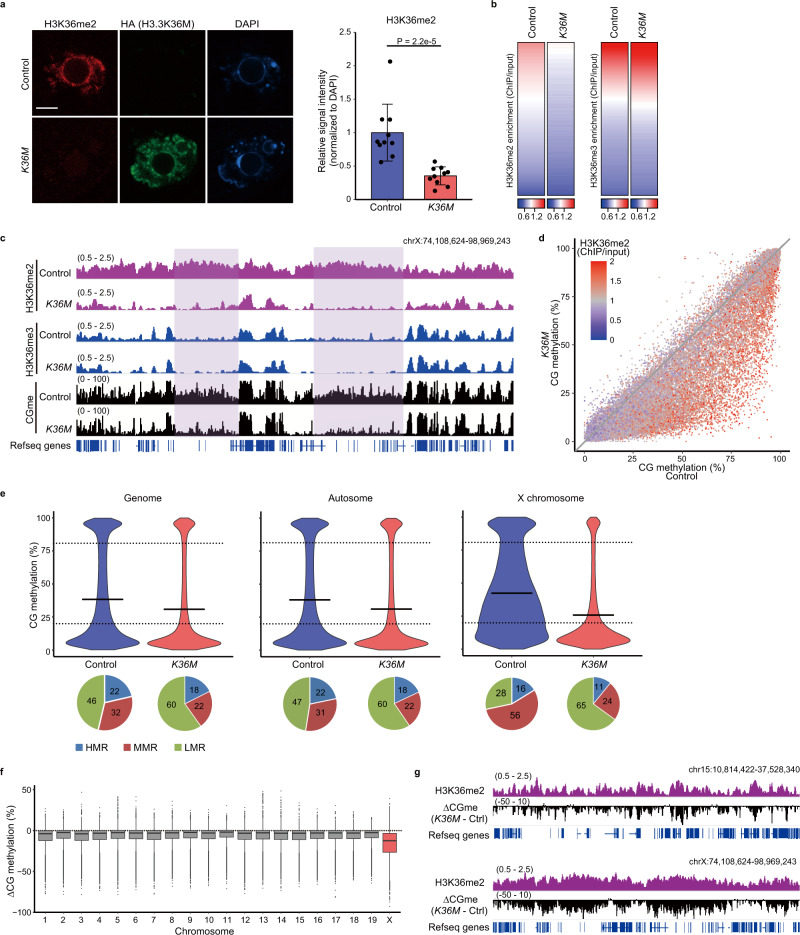
Loss of H3K36me2 causes CG hypomethylation in MMRs of FGOs. **a** Representative images of control and *K36M* FGOs immunostained for H3K36me2 (left) and plots showing their signal intensities (right). Expression of HA-tagged H3.3K36M (H3.3K36M-HA) was confirmed by HA immunostaining. Signal intensity was measured in the control (*n* = 10) and *K36M* FGOs (*n* = 10) from two independent experiments. Scale bar, 10 μm. *P*-values (two-tailed Mann–Whitney U tests) are indicated. Error bars indicate the mean ± SD. Source data are provided as a Source Data file. **b** Heatmaps showing genome-wide H3K36me2 (left) and H3K36me3 enrichment (right) in 10 kb bins in control and *K36M* FGOs. Enrichment values were normalized using the spike-in control. **c** Genome browser snapshots showing H3K36me2 and H3K36me3 enrichment and CG methylation in control and *K36M* FGOs. A representative region on the X chromosome. CG methylation is lost upon H3K36me2 depletion in the regions highlighted in violet. The enrichment values were ChIP/input. **d** Scatter plots showing CG methylation levels in control and *K36M* FGOs. Fifty thousand randomly selected 10 kb bins were plotted with a color gradient for H3K36me2 enrichment in control FGOs. **e** Violin plots showing CG methylation levels in control and *K36M* FGOs across the genome (left), autosomes (middle), and X chromosome (right). Horizontal bars indicate mean values. Pie charts show percentages of 10 kb bins categorized as HMRs, MMRs, and LMRs. **f** Boxplots showing CG methylation differences between *K36M* and control FGOs in individual chromosomes. CG methylation differences were determined in 10 kb bins (*n* = 19,191, 17,638, 15,612, 15,010, 14,673, 14,592, 13,734, 12,541, 12,115, 12,685, 11,859, 11,646, 11,673, 11,848, 10,067, 9495, 9155, 8737, and 5813 bins for chromosome 1, 2, …, and 19, respectively, and *n* = 15,494 bins for chromosome X). The box shows the median value and 25–75th percentiles, and whiskers show 1.5× interquartile range from the box. **g** Genome browser snapshots showing H3K36me2 enrichment in control FGOs and changes in CG methylation in *K36M* FGOs. CG methylation differences between *K36M* and control FGOs (∆CGme) are indicated. The upper and lower panels indicate the representative regions of chromosomes 15 and X, respectively. H3K36me2 enrichment is indicated by ChIP/input.

We next generated WGBS maps of *K36M* and control FGOs (Supplementary Table 3). Unlike H3K36me3 depletion^14^, the H3K36me2 depletion did not affect the imprinting control regions (Supplementary Fig. 3f). However, the level of global CG methylation was lower in *K36M* FGOs (31.0%) than in control FGOs (36.4%), which was mainly attributable to decreased CG methylation of the MMRs (Fig. 2d, e). The X chromosome was the most severely affected (Fig. 2f). The unique CG methylation pattern observed in the X chromosome was switched to an autosome-like pattern (Fig. 2e). The CG methylation level was decreased in H3K36me2-enriched regions (Fig. 2d and Supplementary Fig. 4a) but not in H3K36me3-enriched regions (Supplementary Fig. 4b). The extent of H3K36me2 enrichment correlated well with the decrease in CG methylation (Fig. 2g). Taken together, these results indicate that H3K36me2 adjusts CG methylation levels at MMRs in FGOs.

### Loss of H3K36me2 has a limited effect on the transcriptomes of oocytes and two-cell embryos

Since H3K36me2 inhibits deposition of H3K27me3^23,30,31^, which has a role in suppressing genes in oocytes and preimplantation embryos^32^, we examined the distribution of H3K27me3 in *K36M* FGOs using CUT&RUN^33,34^ (Supplementary Table 2). We grouped 10 kb genomic bins into five clusters based on H3K36me2 and H3K36me3 enrichment statuses in the control FGOs. H3K36me2/3 and H3K27me3 showed a clear reciprocal enrichment pattern in the control FGOs; H3K36me2 depletion apparently caused little change in H3K27me3 enrichment in all clusters (Fig. 3a). When we focused on the X chromosome, a slight increase in H3K27me3 was observed in regions normally enriched for H3K36me2 (clusters 2 and 4) (Supplementary Fig. 5a). When we selected 2407 genes with reduced H3K36me2 enrichment in the *K36M* FGOs (Supplementary Data 1), they were associated with H3K27me3 gain, irrespective of the chromosome (Fig. 3b, c). The CG methylation level decreased at these loci (Supplementary Fig. 5b).

**Fig. 3:**
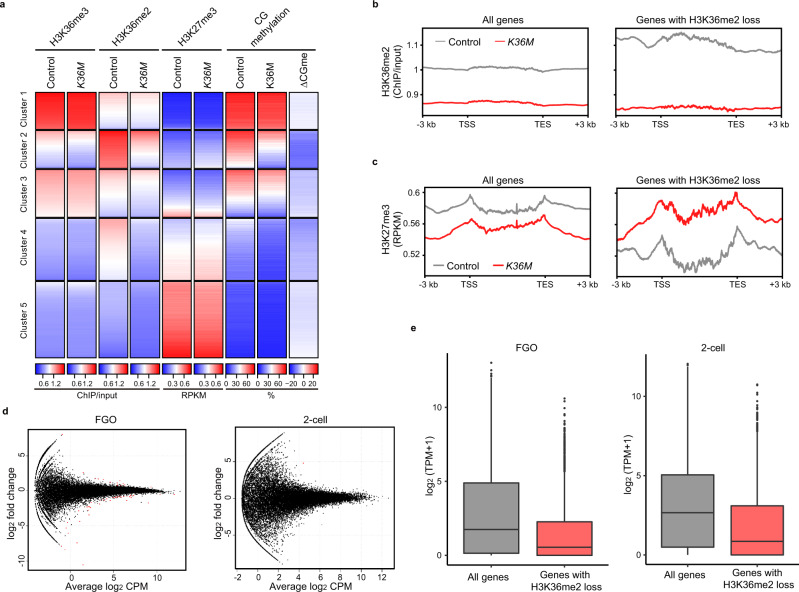
Loss of H3K36me2 has a limited effect on the transcriptomes of FGOs and two-cell embryos. **a** Heatmaps showing H3K36me3, H3K36me2, and H3K27me3 enrichment and CG methylation levels in control and *K36M* FGOs. CG methylation differences between *K36M* and control FGOs (ΔCGme). 10 kb bins from the whole genome were grouped into five clusters based on H3K36me2 and H3K36me3 enrichment statuses in control FGOs. **b** Plots showing H3K36me2 enrichment around genic regions in control and *K36M* FGOs. The analysis was performed for all genes (left, *n* = 23,081) and those with H3K36me2 loss (right, *n* = 2407). **c** Plots showing H3K27me3 enrichment around genic regions in control and *K36M* FGOs. The analysis was performed for all genes (left, *n* = 23,081) and those with H3K36me2 loss (right, *n* = 2407). **d** MA plots showing changes in gene expression between *K36M* and control FGOs (left, *n* = 3) and between *K36M* oocyte-derived and control late two-cell embryos (right, *n* = 8). Differentially expressed genes with false discovery rate (FDR) < 0.05, are colored in red. CPM, counts per million. **e** Boxplots showing expression levels of all genes (*n* = 23,081) and genes with H3K36me2 loss (*n* = 2407) in control FGOs (left) and two-cell embryos (right). Genes with H3K36me2 loss included weakly expressed genes, such as olfactory receptor (*Olfr*) and vomeronasal receptor (*Vmnr*) genes (Supplementary Data 1). The box shows the median value and 25–75th percentiles, and whiskers show 1.5× interquartile range from the box.

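In the control FGOs, the H3K36me2 loss genes were examined in the copy of Supplementary Data 1 used here, which holds 1998 genes of the 2407 the paper gives. This copy lists 288 Olfr and 69 Vmnr genes. Of the 288 Olfr genes, 72.6% had a TPM of 0 in all 3 control FGO libraries, and 5.21% reached a mean TPM of at least 1. Of the 69 Vmnr genes, 58.0% had a TPM of 0 in all 3 libraries and 7.25% reached a mean TPM of at least 1. In 7 control oocyte-derived two-cell embryos, 78.8% of the Olfr genes and 59.4% of the Vmnr genes were listed at 0 in every embryo. The median log2(TPM + 1) of both families was 0 in each of these libraries. Reads from near-identical receptor genes may be split between copies in the authors' counting, so single members of these families are uncertain. Because the copy of the list is not complete, no set test was made on it.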

We then performed transcriptome analysis (Supplementary Table 2) and found that, in control FGOs, H3K36me2-enriched regions (genes) were transcribed at low levels, while H3K36me3-enriched regions (genes) were transcribed at much higher levels (Supplementary Fig. 5c) (Supplementary Data 2, 3). Furthermore, only 54 genes were differentially expressed (FDR < 0.05) between *K36M* and control FGOs and only one gene between *K36M* oocyte-derived and control oocyte-derived two-cell embryos (Fig. 3d and Supplementary Data 4). 

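RNA was sequenced from 6 libraries of fully grown oocytes, each made from 5 FGOs, and from 16 single late two-cell embryos collected 31 to 32 h after fertilization. The groups were 3 control and 3 K36M FGO libraries, and 8 control and 8 K36M oocyte-derived two-cell embryos, of which control replicate 4 was not used in the study. The authors trimmed the reads, mapped them with Hisat2, removed ribosomal RNA reads, counted genes with featureCounts and deposited values scaled to gene length and to a common sum per library (TPM) for 26214 genes, one value per gene and library. From Supplementary Table 2, the paper's total reads were 95414674 to 105769228 (median 97972924) in the control and 78367432 to 110243364 (median 93777790) in the K36M FGO libraries. In two-cell embryos they were 27539238 to 39112794 (median 32776216) in the 7 control embryos and 22671142 to 39490158 (median 28884379) in the 8 K36M oocyte-derived embryos. TPM keeps no depth, so the number of reads behind each value is unknown. Expression was compared on log2(TPM + 1) with limma, over genes with a mean TPM of at least 1 in the libraries compared and with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with a low TPM.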

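The copies of Supplementary Data 2 and 3 used here each hold 1998 genes, of the 4687 H3K36me2-enriched and 4342 H3K36me3-enriched genes of the paper, so the values that follow describe these genes only. These copies reach 7 and 8 chromosomes and hold 0 X-linked genes. The X chromosome, where the paper finds H3K36me2 most enriched, is thus not covered. In control FGOs, the median log2(TPM + 1) over the H3K36me2-enriched genes was 2.30 ± 0.09 (SD, n = 3 libraries), with quartiles at 0.50 and 4.13. Over the H3K36me3-enriched genes it was 5.86 ± 0.01 (SD, n = 3), with quartiles at 4.24 and 7.07. All 26214 genes had a median of 1.24 ± 0.10 (SD, n = 3). The difference between the listed genes exceeded the spread between libraries, since the lowest library median of the H3K36me3-enriched genes was 5.85 and the highest of the H3K36me2-enriched genes was 2.40. Of the H3K36me2-enriched genes 68.1% reached a mean TPM of at least 1, and of the H3K36me3-enriched genes 95.2% did. The median over all genes moved most when genes at 0 in every library were left out, to 2.69.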

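H3f3b, the gene that carries the K36M allele, lies on chromosome 11 of mm10 from 116021961 to 116026039. Its TPM was 293.1 ± 24.6 (SD, n = 3) in control FGOs and 398.1 ± 20.8 (SD, n = 3) in K36M FGOs, a log2 fold change of 0.44 (standard error 0.09, adjusted p = 0.281 from limma), and the 3 K36M libraries lay above the 3 controls. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. The limma test covered 13775 genes in FGOs. At an adjusted p of 0.05, 1 gene differed, and 1446 genes (710 higher and 736 lower in K36M FGOs) had an unadjusted p under 0.05. With each library left out in turn, this unadjusted count ran from 948 to 2808. It held 1638 higher and 1170 lower genes without K36M replicate 1, and 355 higher and 650 lower without K36M replicate 3. The gene past the threshold was Cdo1 (chromosome 18, 46713193 to 46728502), with a TPM of 246.6 ± 12.1 (SD, n = 3) in control FGOs and 95.3 ± 17.5 (SD, n = 3) in K36M FGOs, a log2 fold change of -1.38 (standard error 0.13, adjusted p = 0.0465 from limma). The alternative that moved the count past the adjusted threshold most left out K36M replicate 1, which gave 300 genes.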

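All 54 genes of Supplementary Data 4 for FGOs changed in the direction listed there, 14 higher and 40 lower. This list was chosen by the study on these libraries, so the direction is a description of them and not independent evidence. In 52 of the 54 genes, the control and K36M libraries did not overlap, and 49 genes had a mean TPM of at least 1 and entered the test. All 49 had an unadjusted p under 0.05, the largest being 0.0242, 49 passed 0.05 when adjusted over the list alone, and 1 passed it over all genes tested. Without K36M replicate 1, 24 passed it over all genes tested, with Srp68, Dcaf8l, Mfhas1, Stard4, Dip2c and Dnmt1 among them. Among all 13775 genes tested, 15.6% had groups that did not overlap, and chance gives 10% with 3 libraries against 3. Srp68 fell from a TPM of 45.6 ± 4.1 to 17.8 ± 3.4 (SD, n = 3 each), a log2 fold change of -1.32 (standard error 0.17, adjusted p = 0.0944 from limma). Dcaf8l, an X-linked gene, had a log2 fold change of -2.16 (standard error 0.35, adjusted p = 0.255 from limma). The log2 fold changes of Mfhas1 and Stard4 were 1.40 and 1.37, and that of Dip2c was -0.91. Dnmt1, which encodes the maintenance DNA methyltransferase, fell from 2498 ± 118 to 1740 ± 112 (SD, n = 3 each), a log2 fold change of -0.52 (standard error 0.07, adjusted p = 0.0944 from limma). Rprl2 and Rprl3, which are also listed, are near-identical RNase P RNA genes whose reads the authors' counting could have split. Rprl3 was listed at 0 in the 3 K36M FGO libraries and in the controls had TPM values of 0.20, 99.5 and 128.2.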

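In two-cell embryos, limma tested 17362 genes between 7 control and 8 K36M oocyte-derived embryos. No gene passed an adjusted p of 0.05, the smallest adjusted p was 0.0721, and 1338 genes (209 higher and 1129 lower) had an unadjusted p under 0.05. The median log2 fold change of all genes was -0.26, and quantile normalization moved it to -0.04. The gene of Supplementary Data 4 for two-cell embryos, Pxdn, lies on chromosome 12 from 29936642 to 30017658. Its log2(TPM + 1) was 0.67 ± 0.65 (SD, n = 7) in control embryos and 4.03 ± 0.89 (SD, n = 8) in K36M oocyte-derived embryos, a log2 fold change of 3.36 (standard error 0.68, adjusted p = 0.125 from limma). Every K36M oocyte-derived embryo (TPM 7.24 to 43.8) had a higher value than every control embryo (TPM 0 to 1.88; two-sided exact permutation test, p = 0.000155, the smallest that 7 against 8 embryos allow). The study chose Pxdn on these embryos, so the separation describes them and is not independent evidence. The permutation p is not adjusted for the 17362 genes tested. Without a mean-variance trend, the adjusted p of Pxdn from limma was 0.00891, and over the alternatives it ranged from 0.00891 to 0.562. With control replicate 4, whose Pxdn TPM was 1.82, the log2 fold change was 3.25. In FGOs, Pxdn had a TPM of 1.16 ± 0.85 in controls and 0.66 ± 0.51 in K36M (SD, n = 3 each).

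**Figure D1:**
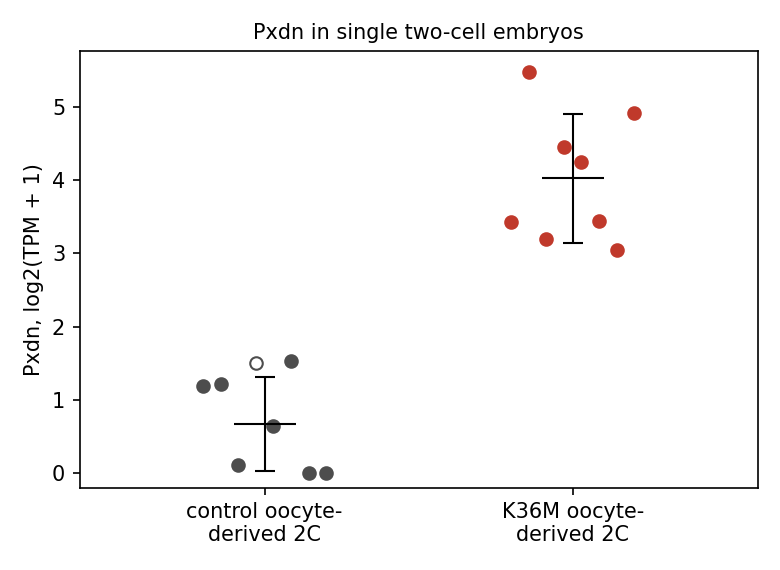
Pxdn as log2(TPM + 1) in single two-cell embryos, one point per embryo, with the mean and SD of the 7 control and 8 K36M oocyte-derived embryos used in the study. The open point is control replicate 4, which the study left out, and the 8 K36M oocyte-derived embryos lie above all control embryos.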

The transcripts from the maternal and paternal alleles were analyzed individually in two-cell embryos; irrespective of the allelic origin, none was expressed differentially between *K36M* oocyte-derived and control embryos (Supplementary Fig. 5d). Genes that lost H3K36me2 (and hence CG methylation) and gained H3K27me3 in *K36M* FGOs were only weakly expressed in both control FGOs and two-cell embryos (Fig. 3e); this likely explains the little impact of observed histone mark changes on gene expression. These findings show that a loss of H3K36me2 affects H3K27me3 and CG methylation, especially in the X chromosome, but has little impact on the transcriptome in oocytes and two-cell embryos.

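Over the 1998 H3K36me2 loss genes held by the copy of Supplementary Data 1, the median log2(TPM + 1) in control FGOs was 0.38 ± 0.19 (SD, n = 3 libraries), against the median of all genes given above. The upper quartile of the loss genes was 2.26 and that of all genes 4.58. The loss genes had a lower median than all genes in each of the 3 libraries, from 0.27 to 0.59 against 1.16 to 1.36. A mean TPM of at least 1 was reached by 40.2% of the loss genes and 52.9% of all genes. In 7 control oocyte-derived two-cell embryos, the median of the loss genes was 0 in every embryo, with an upper quartile of 2.25. The median of all genes there was 1.02 ± 0.84 (SD, n = 7), and single embryos ranged from 0 to 2.28. With control replicate 4 as an eighth embryo, the medians were 0 for the loss genes and 0.98 for all genes. A median of the mean TPM over the 7 embryos, taken gene by gene before the logarithm, was 0.77 for the loss genes and 2.28 for all genes. In these embryos 46.7% of the loss genes and 63.4% of all genes reached a mean TPM of at least 1. Since TPM keeps no depth, a value of 0 in a single embryo may be a transcript that is absent or one too rare to be sampled.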

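The effect of the K36M oocyte on the 2 stages was compared in 1 model over the 21 libraries of the study. No gene of 17358 had a genotype-by-stage interaction past an adjusted p of 0.05 from limma, and 199 (1.15%) had an unadjusted p under 0.05. With each FGO library left out in turn, the count under an unadjusted p of 0.05 was 107 to 157. Of 100 splits of the libraries within each stage, 3 gave as many as 199, the real one included. The absence of single genes past the threshold is therefore weak evidence that the stages are alike. The fit uses 1 variance per gene for pools of FGOs and single embryos, and with array weights 1781 genes had an unadjusted p under 0.05 and 3 passed (Cox6c, Hs3st6 and Surf1, named after their values were seen). Over the 47 published FGO genes with a mean TPM of at least 1 in both stages, the FGO and two-cell log2 fold changes had a Pearson correlation of 0.31 and a Spearman correlation of 0.38 across genes, which are not independent replicates. The 2 changes had the same sign in 32 of the 47 genes (exact binomial test against 50%, two-sided, p = 0.0186). Of the published genes in FGOs and of all genes in two-cell embryos most were lower, 33 of the 47 in FGOs and 63.8% of all genes in two-cell embryos, and these shares alone give 26.1 genes with the same sign (exact binomial test against that number, chosen after seeing the data, p = 0.106). Under quantile normalization 30 of the 47 shared the sign (exact binomial p = 0.0789), and with all genes above 0 it was 34 of 54 (p = 0.0759). Over the 34 genes with a mean TPM of at least 5, the Pearson correlation was 0.060. In data simulated from these libraries, limma called 42.0% of FGO genes changed by 1 log2 unit and 78.2% of those changed by 2, while in two-cell embryos it called 3.25% and 20.4%. Among the genes that encode enzymes or cofactors of histone or DNA methylation and demethylation, the log2 fold change in K36M FGOs was 0.048 for Dnmt3a, 0.23 for Dnmt3l, 0.37 for Setd2, 0.014 for Nsd1, 0.038 for Nsd2, -0.071 for Kdm1b and 0.014 for Kmt2b, with adjusted p from limma of 0.463 or more. Without K36M replicate 1, whose Setd2 TPM was 239.4 against 356.8 and 377.4 in replicates 2 and 3, the log2 fold change of Setd2 was 0.58 (adjusted p = 0.0240 from limma). The directions for Dnmt3a, Nsd1, Nsd2, Kdm1b and Kmt2b changed under at least 1 alternative. H3f3a had a log2 fold change of -0.089 and Gdf9 of -0.017, and that of Gdf9 also changed direction. In two-cell embryos, H3f3b had a log2 fold change of 0.36 (standard error 0.25, adjusted p = 0.730 from limma). From the few differentially expressed genes at both stages, the paper concludes that losing the mark had little impact on the transcriptome, and it proposes that the weak expression of the genes concerned accounts for this.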

### Maternal H3.3K36M leads to embryonic lethality around implantation

To understand the impact of the *K36M* mutation in oocytes on embryonic development, we crossed *K36M* females with wild-type males, which should generate offspring of two genotypes *H3f3b*^+/+^ and *H3f3b*^K36M/+^ (see the experimental scheme in Supplementary Fig. 6a). No pup was obtained from these females, and no embryo was recovered even at E6.5 (Supplementary Fig. 6b, c). We then performed in vitro fertilization; the embryos developed normally until the blastocyst stage (Supplementary Fig. 6d), suggesting that the lethality arises around implantation. Then, immunostaining revealed that, while H3.3K36M protein was detected in *H3f3b*^K36M/+^ blastocysts, it was undetectable in *H3f3b*^+/+^ blastocysts (Supplementary Fig. 6a), indicating that maternal H3.3K36M was already degraded at this stage. However, the H3K36me2 signal was not yet fully recovered in not only *H3f3b*^K36M/+^ but also *H3f3b*^+/+^ blastocysts (Supplementary Fig. 6a). These data indicate that maternal H3.3K36M expression causes H3K36me2 loss persisting to the blastocyst stage as well as embryonic lethality around implantation.

Although the above study demonstrated the detrimental effect of maternal H3.3K36M, early *H3f3b*^+/+^ embryos could have a carry-over of the mutated protein, albeit undetectable in blastocysts, which could contribute to the phenotype. To examine the impact of zygotic H3.3K36M on early development, we expressed the mutated protein only after the zygote stage by fertilizing *Gdf9-Cre* oocytes with *H3f3b*^K36M-flox/K36M-flox^ sperm in vitro, expecting the zygotic action of maternal Cre (Supplementary Fig. 7a). These embryos developed normally until the blastocyst stage (Supplementary Fig. 7b), with embryo-to-embryo and cell-to-cell variations in H3.3K36M expression (Supplementary Fig. 7a), likely due to incomplete Cre-mediated recombination. However, we recovered no *H3f3b*^K36M/+^ embryo at E6.5, indicating that zygotic H3.3K36M leads to peri-implantation lethality (Supplementary Fig. 7c). This is reminiscent of the previously reported peri-implantation lethality of *Nsd1* KO mice^35^. In any case, as maternal and zygotic H3.3K36M lead to similar phenotypes, it is currently unclear whether the loss of H3K36me2 in oocytes alone leads to the development phenotype.

### Loss of H3K36me3 leads to an excessive gain of CG methylation in H3K36me2-enriched regions

H3K36me3 deposition on chromatin is mediated by SETD2^36^. A previous study by *Setd2* knockout (KO) revealed a critical role of H3K36me3 in CG methylation in oocytes^14^. We performed WGBS on FGOs from our conditional *Setd2* KO (*Setd2*^flox/flox^; *Zp3-*Cre) mice^37^ (the *Zp3* promoter drives Cre in an oocyte-specific manner^29^) (Supplementary Table 3) and confirmed a drastic decrease in CG methylation in HMRs (Fig. 4a). However, a gain of methylation occurred in regions lacking H3K36me3 in all chromosomes^14^ (Fig. 4a and Supplementary Fig. 8a). The ChIP-seq data on *Setd2* KO and control FGOs published by others^11,14^ (Supplementary Table 1) were reanalyzed to identify the histone mark associated with the gain of methylation. The methylation gain occurred in clusters 4 and 5 (Fig. 4b and Supplementary Fig. 8b; see Fig. 3a for clusters), many regions of which showed slightly increased H3K36me2 enrichment in *Setd2* KO FGOs^11^. The H3K27me3 enrichment was largely unchanged; however, the H3K4me3 level decreased in these clusters (Fig. 4b)^14^. H3K36me2 and H3K4me3 have opposing roles in CG methylation;^5,15,38–40^ therefore, the changes in these marks could have facilitated the methylation gain. To elucidate the role of H3K4me3, we examined CG methylation changes in *Mll2* KO oocytes using published WGBS data^12^ (Supplementary Table 1), which have a partial depletion of H3K4me3. Loss of H3K4me3 was observed in cluster 4; however, CG methylation was largely unaffected (Fig. 4c, d)^12^, suggesting that loss of H3K4me3 was not sufficient for the gain of CG methylation. The gain of methylation in *Setd2* KO FGOs was prominent in the X chromosome (Fig. 4e), which had strong H3K36me2 enrichment^11^. These observations strongly suggest the involvement of H3K36me2 in an excessive gain of CG methylation in *Setd2* KO FGOs.

**Fig. 4:**
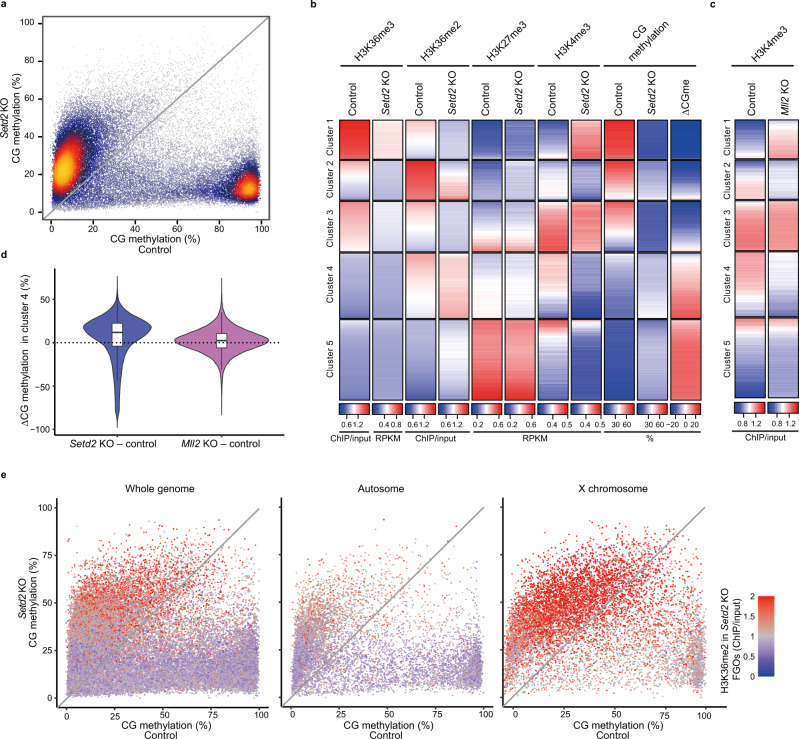
Loss of H3K36me3 results in an excessive gain of CG methylation in genomic regions with specific histone marks. **a** Scatter plots showing CG methylation levels in control and *Setd2* KO FGOs. Fifty thousand randomly selected 10 kb bins were plotted. **b** Heatmaps showing H3K36me3, H3K36me2, H3K27me3, and H3K4me3 enrichment and CG methylation levels in 10 kb bins in control and *Setd2* KO FGOs^11, 14^. CG methylation differences between *Setd2* KO and control FGOs (ΔCGme). The data were sorted in the same order as in Fig. 3a. **c** Heatmaps showing H3K4me3 enrichment in 10 kb bins in control and *Mll2* KO FGOs^12^. **d** Violin plots showing CG methylation differences in 10 kb bins of cluster 4 (*n* = 45,161) between *Setd2* KO and control FGOs (left) or between *Mll2* KO and control FGOs (right)^12^. Boxplots show median value and 25–75th percentiles, and whiskers show 1.5× interquartile range from the box. **e** Scatter plots showing CG methylation levels in control and *Setd2* KO FGOs across the genome (left), autosomes (middle), and X chromosome (right). Fifty thousand (left) or ten thousand randomly selected 10 kb bins (middle and right) were plotted with a color gradient for H3K36me2 enrichment in *Setd2* KO FGOs^11^.

### Simultaneous removal of H3K36me2 and H3K36me3 results in global hypomethylation in oocytes

To examine the impact of the combined loss of H3K36me2 and H3K36me3, we produced ‘*double mutant* (*DM*)’ female mice, in which H3.3K36M was expressed on a *Setd2* KO background (*Setd2*^flox/fox^; *H3f3b*^K36M-flox/+^; *Gdf9-*Cre). *DM* FGOs showed global loss of both H3K36me2 and H3K36me3 (Supplementary Fig. 9a, b). WGBS on *DM* FGOs revealed global hypomethylation (CG methylation level of 7.5%, compared to 36.4% in control FGOs) (Fig. 5a) (Supplementary Table 3), which was comparable to that of *Dnmt3a* KO FGOs (6.5%)^7^ (Fig. 5b–d and Supplementary Fig. 9c; also see Fig.5a and Supplementary Fig. 9d) (Supplementary Table 1). Global hypomethylation was also confirmed using immunostaining for 5mC (Supplementary Fig. 9e). The precise methylation level and WGBS pattern were, however, slightly different between *DM* and *Dnmt3a* KO FGOs. As DNMT3A and DNMT3L proteins were normally expressed in *DM* FGOs (Fig. 5e), the observed hypomethylation was not secondary to the changes in the amount of these proteins. These results show that de novo CG methylation mediated by the DNMT3A-DNMT3L complex is heavily dependent on H3K36me2 and H3K36me3 in oocytes. Of note, the gain of CG methylation in *Setd2* KO FGOs was canceled in *DM* FGOs (see Figs. 4a and 5a), suggesting that H3K36me2 underlies this phenomenon. To further verify the importance of the DNMT3A-H3K36me2/3 axis in CG methylation of oocytes, we extracted a small number of genomic regions unaffected by *DM* and examined their CG methylation levels in *Dnmt3a* KO FGOs^7^. These regions were clearly unaffected in *Dnmt3a* KO FGOs (Fig. 5f). We also found that, conversely, regions unaffected in *Dnmt3a* KO FGOs were also unaffected by *DM* (Supplementary Fig. 9f). Lastly, we found that these regions were already CG methylated in nongrowing oocytes (Fig. 5g and Supplementary Fig. 9g), indicating that they are not subject to de novo CG methylation by DNMT3A and DNMT3L. In summary, H3K36me2 and H3K36me3 together provide an essential platform for guiding DNMT3A-dependent de novo DNA methylation in mouse oocytes (Fig. 5h).

**Fig. 5:**
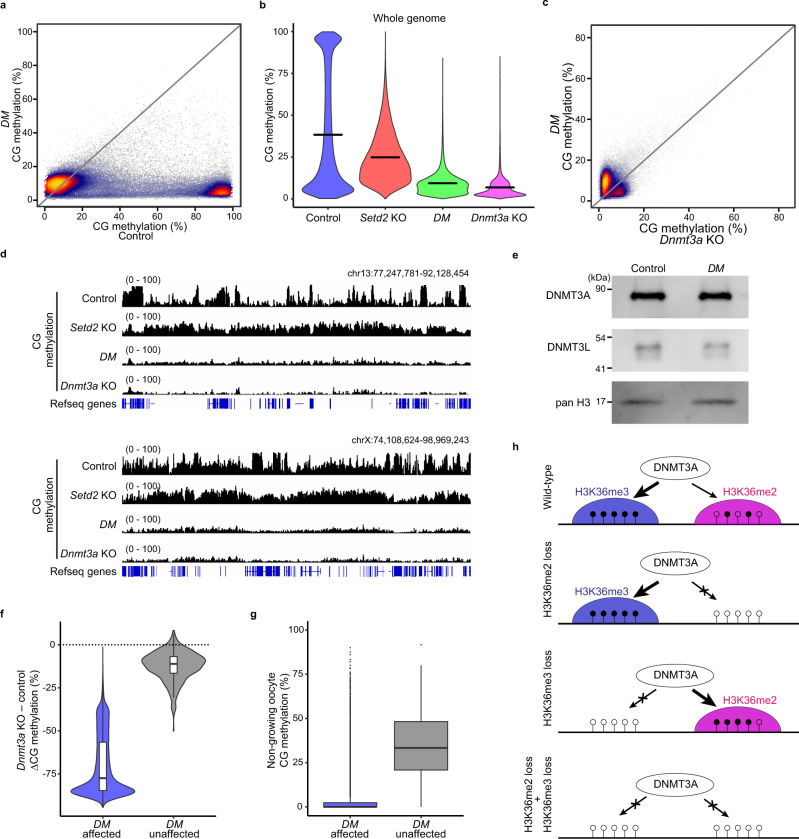
Simultaneous removal of H3K36me2 and H3K36me3 results in global hypomethylation in FGOs. **a** Scatter plots showing CG methylation levels in the control and *DM* FGOs. Fifty thousand randomly selected 10 kb bins were plotted. **b** Violin plots showing CG methylation levels in 10 kb bins across the genome in control, *Setd2* KO, *DM*, and *Dnmt3a* KO^7^ FGOs. Horizontal bars indicate mean values. **c** Scatter plot showing CG methylation levels in *Dnmt3a* KO^7^ and *DM* FGOs. Fifty thousand randomly selected 10 kb bins were plotted. **d** Genome browser snapshots showing CG methylation levels in control, *Setd2* KO, *DM*, and *Dnmt3a* KO^7^ FGOs. The upper and lower panels show representative regions from chromosomes 13 and X, respectively. **e** Western blotting detecting DNMT3A and DNMT3L proteins in *DM* FGOs. Representative images from three biological replicates. Pan-H3 was used as the loading control. Source data are provided as a Source Data file. **f** Violin plots showing CG methylation differences between *Dnmt3a* KO^7^ and control FGOs in 10 kb bins of *DM* affected (*n* = 59,487) and *DM* unaffected regions (*n* = 450). Boxplots show median value and 25–75th percentiles, and whiskers show 1.5× interquartile range from the box. **g** Boxplots showing CG methylation levels in nongrowing oocytes^7^ in 10 kb bins of *DM* affected (*n* = 59,487) and *DM* unaffected regions (*n* = 450). The box shows the median value and 25–75th percentiles, and whiskers show 1.5× interquartile range from the box. **h** A model summarizing H3K36me2/3-dependent CG methylation in mouse oocytes. H3K36me2 and H3K36me3 facilitate CG methylation in MMRs and HMRs, respectively (top). Upon H3K36me2 depletion, CG methylation is lost in MMRs (second), but upon H3K36me3 depletion, CG methylation is lost in H3K36me3-enriched regions and gained in H3K36me2-enriched regions (third). When both H3K36me2 and H3K36me3 are lost, CG methylation is severely lost (bottom). Open and filled circles indicate unmethylated and methylated CG sites, respectively.

## Discussion

Our study shows that H3K36me2 and H3K36me3 jointly provide the chromatin platform essential for guiding DNMT3A-dependent de novo DNA methylation in mouse oocytes. This is consistent with the fact that the PWWP domain of DNMT3A binds to both H3K36me2 and H3K36me3^10,15^. Furthermore, we found that the two histone marks are responsible for different levels of DNA methylation: H3K36me2, which is distributed broadly in intergenic regions and weakly transcribed regions, for moderate levels of DNA methylation, and H3K36me3, which essentially marks the actively transcribed regions, for high levels of methylation. How the two histone marks lead to different levels of DNA methylation is currently unknown, but the differential binding affinity of DNMT3A to the marks^10^ and co-occurrence of other histone marks may play a role.

An interesting finding is a remarkable H3K36me2 enrichment in the X chromosome in oocytes: this is mostly attributed to a greater occupancy of H3K36me2-enriched domains, rather than a higher enrichment level in each domain, compared to the autosomes. We speculate that this H3K36me2 enrichment pattern may be related to the other findings of our study: unique localization of this chromosome in the nuclear periphery and tight association with the nuclear lamina. As lamina association can alter chromatin accessibility and chromatin-protein interaction^41^, the unique spatial arrangement of the X chromosomes in oocytes could affect the creation of its distinct epigenetic signatures. Another important question is the biological significance of this unique epigenetic signature. In mice, the maternally derived X chromosome is imprinted so that it stays active in early embryos and in the extraembryonic lineages: this is achieved by posing a repressive histone mark H3K27me3 on the *Xist* locus^42^, which is essential for the initiation of X chromosome inactivation, during oocyte growth. Thus, the unique H3K36me2 enrichment could be somehow linked to this imprinted activation/inactivation. Alternatively, the broad H3K36me2 enrichment could be linked to the double dose of expression of the genes on the active maternal X chromosome, equalizing the dosage between the X chromosome and autosomes^43^. However, we did not see any sex-biased phenotype or preferential misregulation of the *Xist* or other X-linked genes. Therefore, the mechanism and biological significance of the preferential H3K36me2 enrichment in the X-chromosome warrant further investigation.

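X-linked genes were compared with autosomal genes in the limma fits. In FGOs, the median log2 fold change was -0.067 over 456 X-linked genes and 0.016 over autosomal genes, a difference of -0.083, and 272 of the 456 X-linked genes were lower in K36M FGOs. The camera test with a preset correlation of 0.01 gave p = 0.00729 from a limma fit to 3 libraries against 3, and after adjustment over 20 chromosomes adjusted p = 0.146. The second test, fry, gave p = 0.0313, and camera with an estimated correlation gave p = 0.0457, each unadjusted and each from limma. The difference stayed negative with each library left out in turn, from -0.12 to -0.059, and without K36M replicate 3 the camera p from limma was 0.0540. In two-cell embryos, 624 X-linked genes had a median log2 fold change higher than that of autosomal genes by 0.051 (camera with the same preset correlation, p = 0.334 from limma), and with control replicate 4 the difference was -0.012. Among the 54 published FGO genes, 7 were X-linked, all of them lower in K36M FGOs, which is 13.0% against 3.29% of the other genes with a mean TPM of at least 1 (Fisher's exact test, two-sided, p = 0.00197). Over the 49 published genes that reached this TPM themselves, a comparison chosen after seeing the data, 5 were X-linked (10.2%, Fisher's exact test, two-sided, p = 0.0225). Xist had a TPM of 0.06 ± 0.05 in control and 0.15 ± 0.13 in K36M FGOs (SD, n = 3 each), under the mean TPM of 1 that the test required. In two-cell embryos, its log2(TPM + 1) was 1.19 ± 1.27 (SD, n = 7) in controls and 1.11 ± 0.80 (SD, n = 8) in K36M oocyte-derived embryos (two-sided exact permutation test, p = 0.881), and with control replicate 4, whose TPM was 6.96, the control value was 1.41 ± 1.34 (SD, n = 8, exact permutation p = 0.579). The sex of the single embryos was not determined here and may differ between the groups. Some other splits of the embryos gave X-linked differences as far from 0 as -0.57 and 0.50. The two-cell values of Xist and X-linked genes therefore neither show nor exclude an effect of genotype.

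**Figure D2:**
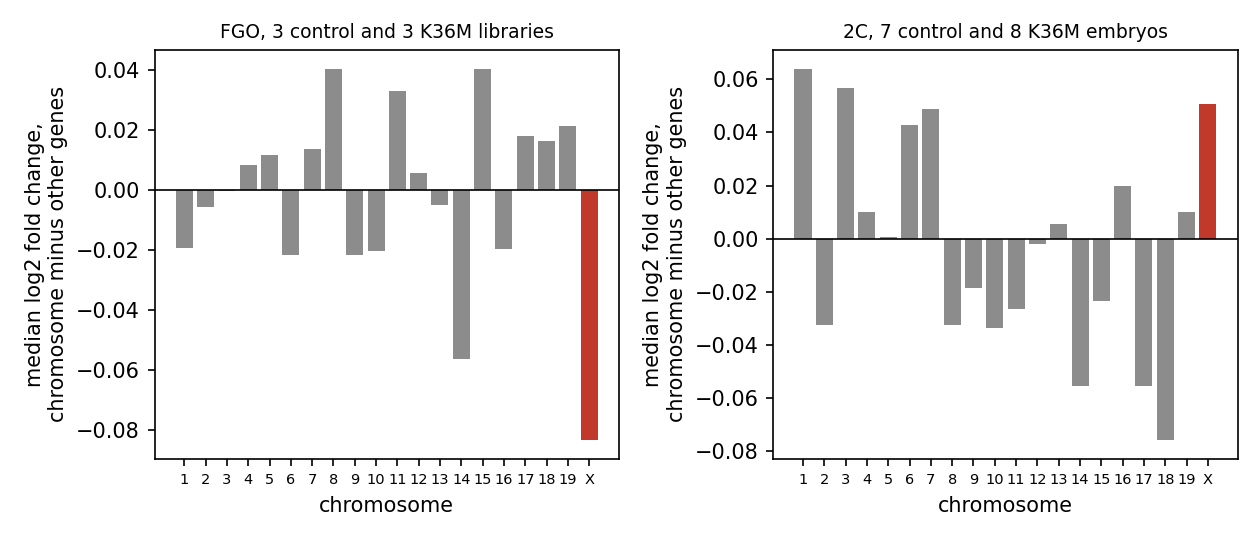
Median log2 fold change (K36M against control) of the genes of each chromosome minus that of the other genes, in FGOs on the left and in two-cell embryos on the right, one bar per chromosome with the X chromosome in red. The X chromosome is at -0.083 in FGOs and at 0.051 in two-cell embryos.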

The ATRX-DNMT3A-DNMT3L (ADD) domain, which is commonly possessed by DNMT3A and DNMT3L and recognizes H3K4me0, could also contribute to chromatin recruitment of the protein complex^38,39^ since DNA methylation is severely compromised in oocytes lacking KDM1B, an H3K4 demethylase^8,44^. Taking all these points into consideration, we speculate that H3K36me2 and H3K36me3 first provide the primary platform for recruitment and stable association of the DNMT3A-DNMT3L complex with its target regions. Then, upon recruitment, the ADD domains of DNMT3A and DNMT3L recognize H3K4me0, leading to the disruption of the autoinhibitory structure of DNMT3A^5,40^. While the DNMT3A PWWP domain does bind to H3K36me2 and H3K36me3, we recently found that DNA methylation still occurs in H3K36me2/3-enriched regions even when a point mutation (D329A) disrupting H3K36me2/3 binding is introduced^45^. Therefore, the DNMT3A-DNMT3L complex could have an additional, uncharacterized mechanism for recognizing H3K36me2/3. The epigenetic landscape of oocytes is crucial for embryonic development; therefore, further investigation of the precise mechanism of the proper DNMT3A-DNMT3L recruitment is warranted.

## Methods

### Mice

All animal experiments were approved by the Animal Experiments Committee of Kyushu University (A-20-104) and performed according to the guidelines for animal experiments at Kyushu University. Mice were housed in cages under specific pathogen-free conditions and had free access to water and food. *H3f3b*^K36M-flox^ and *Setd2*^flox^ mice^22,37^ were maintained on C57BL/6 J;129 mixed and C57BL/6 J background, respectively.

### Oocyte collection, in vitro fertilization, and embryo culture

FGOs were collected by punching the ovaries of female mice at 3–4 weeks of age. Wild-type, control, *K36M*, *Setd2* KO, and *DM* FGOs were obtained from C57BL6/J, *H3f3b*^K36M-flox/+^, (*H3f3b*^K36M-flox/+^; *Gdf9-*Cre), (*Setd2*^flox/flox^; *Zp3-*Cre), and (*H3f3b*^K36M-flox/+^; *Setd2*^flox/flox^; *Gdf9-*Cre) females, respectively. Both *Gdf9* and *Zp3* promoters are oocyte-specific, but, for the *H3f3b*^K36M-flox^ allele, *Gdf9-*Cre worked more efficiently, perhaps because it starts to be expressed earlier during oogenesis^29^. The primers used for genotyping are listed in Supplementary Table 4. For super-ovulation, females were injected with 0.1 ml of CARD HyperOva (Kyudo) and 46–48 h later, with 5 IU of hCG (ASKA Pharmaceutical). Cumulus-oocyte complexes were collected from the oviducts, and in vitro fertilization was performed with either C57BL/6 J or JF-1 sperm. Zygotes were cultured in EmbryoMax KSOM medium (Merck Millipore) at 37 °C under 6% CO_2_ in the air. Late two-cell embryos were harvested at 31–32 h postfertilization (hpf) and blastocysts at 120 hpf.

### Fertility test

Females that were 8 weeks or older were placed together with a male in the same cage. Vaginal plugs were checked the following morning. The male was removed after a plug was observed, and the females were maintained for 20 days. Females that bore live pups were considered fertile.

### ULI-NChIP-seq

ULI-NChIP-seq was performed as described previously^46^. Three hundred cells were used per reaction, and 20% of each sample was taken as the input after MNase digestion. Samples were spiked with 1 μL of 0.216 pM control chromatin (SNAP-ChIP-Kmet Stat Panel, EpiCypher) to confirm the antibody specificity and normalize histone modification levels. The spike-in panel includes artificially synthesized histone H3 with various modifications, including mono-, di-, and tri-methylation at K36. For immunoprecipitation, 1 μg of H3K36me2 (Diagenode, cat. no. C15200182, 1:100) or H3K36me3 antibody (MBL, clone MABI0333, 1:100) were used. Ethanol-precipitated DNA was used for library preparation with NEBnext Ultra II DNA Library Prep Kit (NEB). All samples were subjected to PCR amplification for 15 cycles with KAPA HiFi Hot Start DNA polymerase (Kapa Biosystems). Paired-end sequencing was performed using an Illumina NovaSeq 6000 (53 bp ×2).

### CUT&RUN

CUT&RUN was performed with approximately 60 FGOs, as described previously^46^. In brief, samples were washed three times with CUT&RUN wash buffer, followed by incubation with an anti-H3K27me3 antibody (Diagenode, cat. no. C15410069, 1:100) in antibody incubation buffer overnight at 4 °C. After unbound antibodies were washed away, protein A-protein G-MNase was added and activated with CaCl_2_. The libraries were subjected to paired-end sequencing on an Illumina NovaSeq 6000 (53 bp ×2).

### RNA-sequencing

FGOs and two-cell embryos were washed with PBS three times, flash frozen with liquid nitrogen, and stored at −80 °C until use. Each replicate contained five FGOs or a single late two-cell embryo. An SMART-Seq stranded kit (TAKARA) was used to prepare the RNA-seq libraries. The first and second amplification steps were carried out for 10 + 10 cycles for FGO and for 10 + 13 cycles for two-cell embryos. Paired-end sequencing was performed using an Illumina NovaSeq 6000 (53 bp ×2).

### WGBS

WGBS libraries were constructed using the post-bisulfite adaptor tagging method^47^. Pooled FGOs (150–200 cells per sample) were spiked with 1% unmethylated lambda phage DNA (Promega). Libraries were amplified using the KAPA library amplification kit (KK2620, KAPA) for four cycles. The resulting libraries were sequenced on an Illumina NovaSeq 6000 (108 bp, single-end).

### ChIP-seq and CUT&RUN data processing and analysis

ChIP-seq and CUT&RUN paired-end reads were aligned to the mouse genome (mm10) using Bowtie 2 (version 2.3.5.1)^48^ with a default setting after removing adaptor sequences and low-quality reads and bases using Trim Galore! (version 0.6.2, Babraham Institute). Reads from PCR duplicates were removed using Samtools (version 1.9)^49^ ‘markdup’ with the option ‘-r’. The numbers of ChIP and input reads covering each gene were counted using featureCounts (version 1.5.2)^50^. To compute the normalized enrichment for each bin, normalized ChIP read counts were divided by normalized input read counts using bamCompare in deepTools (version 3.4.3)^51^ with options ‘--normalizeUsing RPKM’ and ‘--operation ratio’. Data downloaded from the public database were normalized to their corresponding input data when available. The total number of reads mapped to the spike-in chromatin (SNAP-ChIP-Kmet Stat Panel, EpiCypher) was used to normalize the read counts in samples of different genotypes (Supplementary Table 2). (The number of reads from the spike-in was not sufficient for H3K36me2 ChIP-seq replicate 2; therefore, normalization was performed for replicate 1 only). Reads mapped to the spike-in chromatin containing histone H3 mono-, di-, or tri-methylated at K36 were used to check antibody specificity (Supplementary Table 2). Heatmaps were depicted using computeMatrix and plotHeatmap in deepTools (version 3.4.3)^51^. For heatmap analysis, we classified 10 kb bins into five clusters based on H3K36me2 and H3K36me3 enrichment status in control FGOs. The following genes were considered to have lost H3K36me2 in the gene body regions: H3K36me2 ChIP/input > 1 in control FGOs and ChIP/input ratio between *K36M* versus control FGOs < 0.67 (over 33% reduction).

### Lamina-associated domain data analysis

Reads obtained from Dam-Lamin B1 and Dam expression were aligned to the mouse genome (mm10) using Bowtie 2 after removing adaptor sequences and low-quality reads and bases using Trim Galore!. Duplicate and low-mapping-quality (MAPQ  <  5) reads were removed to calculate reads per kilobase per million (RPKM) values in 10 kb bins. The Dam-Lamin B1 data were normalized to their corresponding Dam-only data.

### RNA-seq data analysis

For samples prepared using a SMART-Seq Stranded Kit (Takara), the first three bases of Read 2 derived from the SMART-seq Stranded Adaptor were removed using Trim Galore! before mapping with Hisat2 (version 2.2.0)^52^. Reads corresponding to ribosomal RNA were removed using a BEDTools intersectBed function^53^. FeatureCounts was used to analyze gene expression. The resulting read count data were processed using EdgeR^54^ to identify differentially expressed transcripts between datasets. A false discovery rate of <0.05, was used to extract differentially expressed transcripts. Replicate 4 of the control two-cell embryo indicated a technical problem; therefore, it was not used for analysis. 

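Control oocyte-derived two-cell embryo replicate 4 had 32954410 total reads in the paper's Supplementary Table 2, within the range of the other control embryos. Its 10 most abundant genes held 7.44% of all TPM, against 4.01% ± 0.81 (SD, n = 7) in the others. Its Spearman correlation with the other two-cell embryos, across genes, had a median of 0.691, and the medians of the other 7 control embryos lay between 0.750 and 0.811. Zscan4c, Zscan4d, Zscan4f and Usp17lc, which are transcribed by the embryonic genome, were listed at 0 in replicate 4 and above 0 in each of the other 7 control embryos. Tcstv3 was also lower than in each of them, while Zfp352 (TPM 171.9, others 70.4 to 437.6), Tcstv1 (92.4, others 62.2 to 382.8) and Usp17la (1.71, others 1.17 to 91.5) lay inside their range. Of 8 maternal transcripts, Btg4, Oosp1 and Bmp15 lay above the other control embryos, while Mos, Zp1, Zp2, Zp3 and Gdf9 lay inside their range, the last 4 below the mean. Btg4 had a TPM of 4947 in replicate 4 and 1205 ± 757 (SD, n = 7) in the others. H3f3b had a TPM of 57.5 in replicate 4 and 497.4 ± 233.9 (SD, n = 7) in the others.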

To distinguish transcripts derived from the maternal and paternal alleles in two-cell embryos, strain-specific single nucleotide polymorphisms (SNPs) reported for C57BL/6 J (mm9) and JF-1^55^ mice were converted into mm10-based data using LiftOver (UCSC Genome Browser) (version 432). We maintained *H3f3b*^K36M-flox^ mice under C57BL/6 J;129 background, SNPs common to JF-1 and 129 were excluded. To obtain a modified mm10 fasta file (SNPs are N-masked) for allelic analysis, we utilized BEDTools (version 2.29.0) ‘maskfasta’. Trimmed fastq data were then aligned to the reference in which the SNPs were N-masked using Hisat2. Finally, the output BAM files were processed with SNPsplit (version 0.3.2) to classify every SNP-containing read as either maternal or paternal.

### WGBS data analysis

Reads were trimmed to remove adaptor sequences and low-quality reads and bases using Trim Galore! and mapped to the mouse genome (mm10) using Bismark (version 0.14.5)^56^. After confirming reproducibility between replicates, BAM files were merged using Samtools ‘merge’. CG sites covered by four to 100 reads were considered informative, and bins containing more than five informative CG sites were used for downstream analyses using custom Perl scripts (version 5.16.3). To extract bins affected and unaffected by *DM* or *Dnmt3a* KO in FGOs, we used the following criteria: affected, ΔCG methylation (mutant – control) < –20% and the CG methylation level in control > 40%; unaffected, –10% ≤ ΔCG methylation (mutant – control) < 10% and the CG methylation level in control ≥ 40%.

### Immunofluorescence

Immunofluorescence staining of FGOs and blastocysts was performed as described previously^46^, except that the specimens were fixed with 4% paraformaldehyde prior to permeabilization with 0.2% Triton X-100. For 5mC detection, fixed and permeabilized zona-free oocytes were treated with 4 N HCl for 30 min at room temperature. They were then treated with 100 mM Tris-HCl (pH 8) for 10 min at room temperature and incubated in a blocking buffer. FGOs or blastocysts were incubated in blocking buffer containing primary antibodies overnight at 4 °C. Primary antibodies used were anti-H3K36me2 (Cell Signaling Technology, cat. no. 2901, 1:500), anti-H3K36me2 (Diagenode, cat. no. C15200182, 1:500), anti-H3K36me3 (Cell Signaling Technology, cat. no. 4909, 1:500), anti-H3K36me3 (Active Motif, cat. no. 61101, 1:1000), anti-HA (abcam, cat. no. ab9110, 1:500), anti-HA (Biolegend, cat. no. 901513, 1:500), and anti-5mC (Merck Millipore, cat. no. NA81-50UGCN; 1:1000 dilution) antibodies. The secondary antibodies were Alexa488-conjugated donkey anti-mouse IgG, Alexa555-conjugated donkey anti-rabbit IgG, Alexa488-conjugated goat anti-mouse IgG, and Alexa594-conjugated goat anti-rabbit IgG antibodies (Thermo Fisher Scientific, cat. no. A-21202, A-31572, A-11001, and A-11037, 1:500). For acquisition of images by LSM-700 or LSM-900 confocal microscope (ZEISS) using Zen software (black edition for LSM-700, version 14.0.24.201; blue edition for LSM-900, version 3.1), parameters were first set to avoid signal saturation, and the same setting was used for all specimens. When the genotype could be identified using immunofluorescence for HA, specimens of different genotypes were processed together to minimize technical variations^46^.

### Fluorescence intensity measurement

Nuclear areas were first determined by thresholding of DAPI staining images using Fiji software (version 1.52e)^57^. The intensity of the DAPI signal was normalized. Data obtained from independent experiments were combined after examining their reproducibility. A two-tailed Mann–Whitney U test was used to compare the experimental groups. Maximum intensity projection images were also obtained using the Fiji software.

### SDS-PAGE and western blotting

Fifteen FGOs from mice at 3–4 weeks of age were harvested and boiled at 95 °C for 5 min in 10 μL of Laemmli sample buffer. SDS-PAGE was conducted on a 5–20% gradient gel (Nacalai Tesque). For western blotting, proteins were transferred to a polyvinylidene difluoride membrane using a wet tank system. For immunoblotting of proteins with large molecular weights, proteins were transferred at 20 V for 8 h at 0 °C. After blocking with 5% skim milk in Tris-buffered saline with 0.01% Tween20 (TBS-T), immunoblotting was performed with primary and secondary antibodies diluted in Can Get Signal solutions 1 and 2 (TOYOBO), respectively. The antibodies used were rabbit anti-DNMT3A (Abcam, cat. no. ab188470, 1:1000), rabbit anti-DNMT3L (abcam, cat. no. ab194094, 1:1000), rabbit anti-pan-H3 (Abcam, cat. no. ab1791, 1:1000), and goat anti-rabbit IgG H&L (HRP) antibodies (Abcam, cat. no. ab6721, 1:10000).

### Quantification and statistical analysis

We confirmed the reproducibility of the replicate data (Supplementary Note), and representative results are shown where appropriate. For H3K36me3 ChIP-seq data and WGBS data from *Setd2* KO FGOs, we analyzed only one pool of specimens, but compared the data with published data to validate the results^14^ (Supplementary Note). Graphic representation of data and statistical tests were performed using R software (version 3.6.1) (http://www.r-project.org) or Excel 2013. Statistical significance was set at *p* < 0.05.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The sequencing data from this study are available at the Gene Expression Omnibus under accession code GSE183969. Publicly available data reanalyzed in this study are listed in Supplementary Table 1. They are available from GSE112551, GSE148150, GSE112835, GSE93941, and DRA000570. The mouse reference genome data (mm10) and the SNP information for the JF-1 mouse genome are available from https://hgdownload.cse.ucsc.edu/goldenpath/mm10/ and https://molossinus.brc.riken.jp/pub/For_Seq_Analysis/list_of_variations/, respectively. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Histone H3K36me2 and H3K36me3 form a chromatin platform essential for DNMT3A-dependent DNA methylation in mouse oocytes
**Source:** Nat Commun. 2022 Aug 3;13:4440. doi: 10.1038/s41467-022-32141-2
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Fig. 1

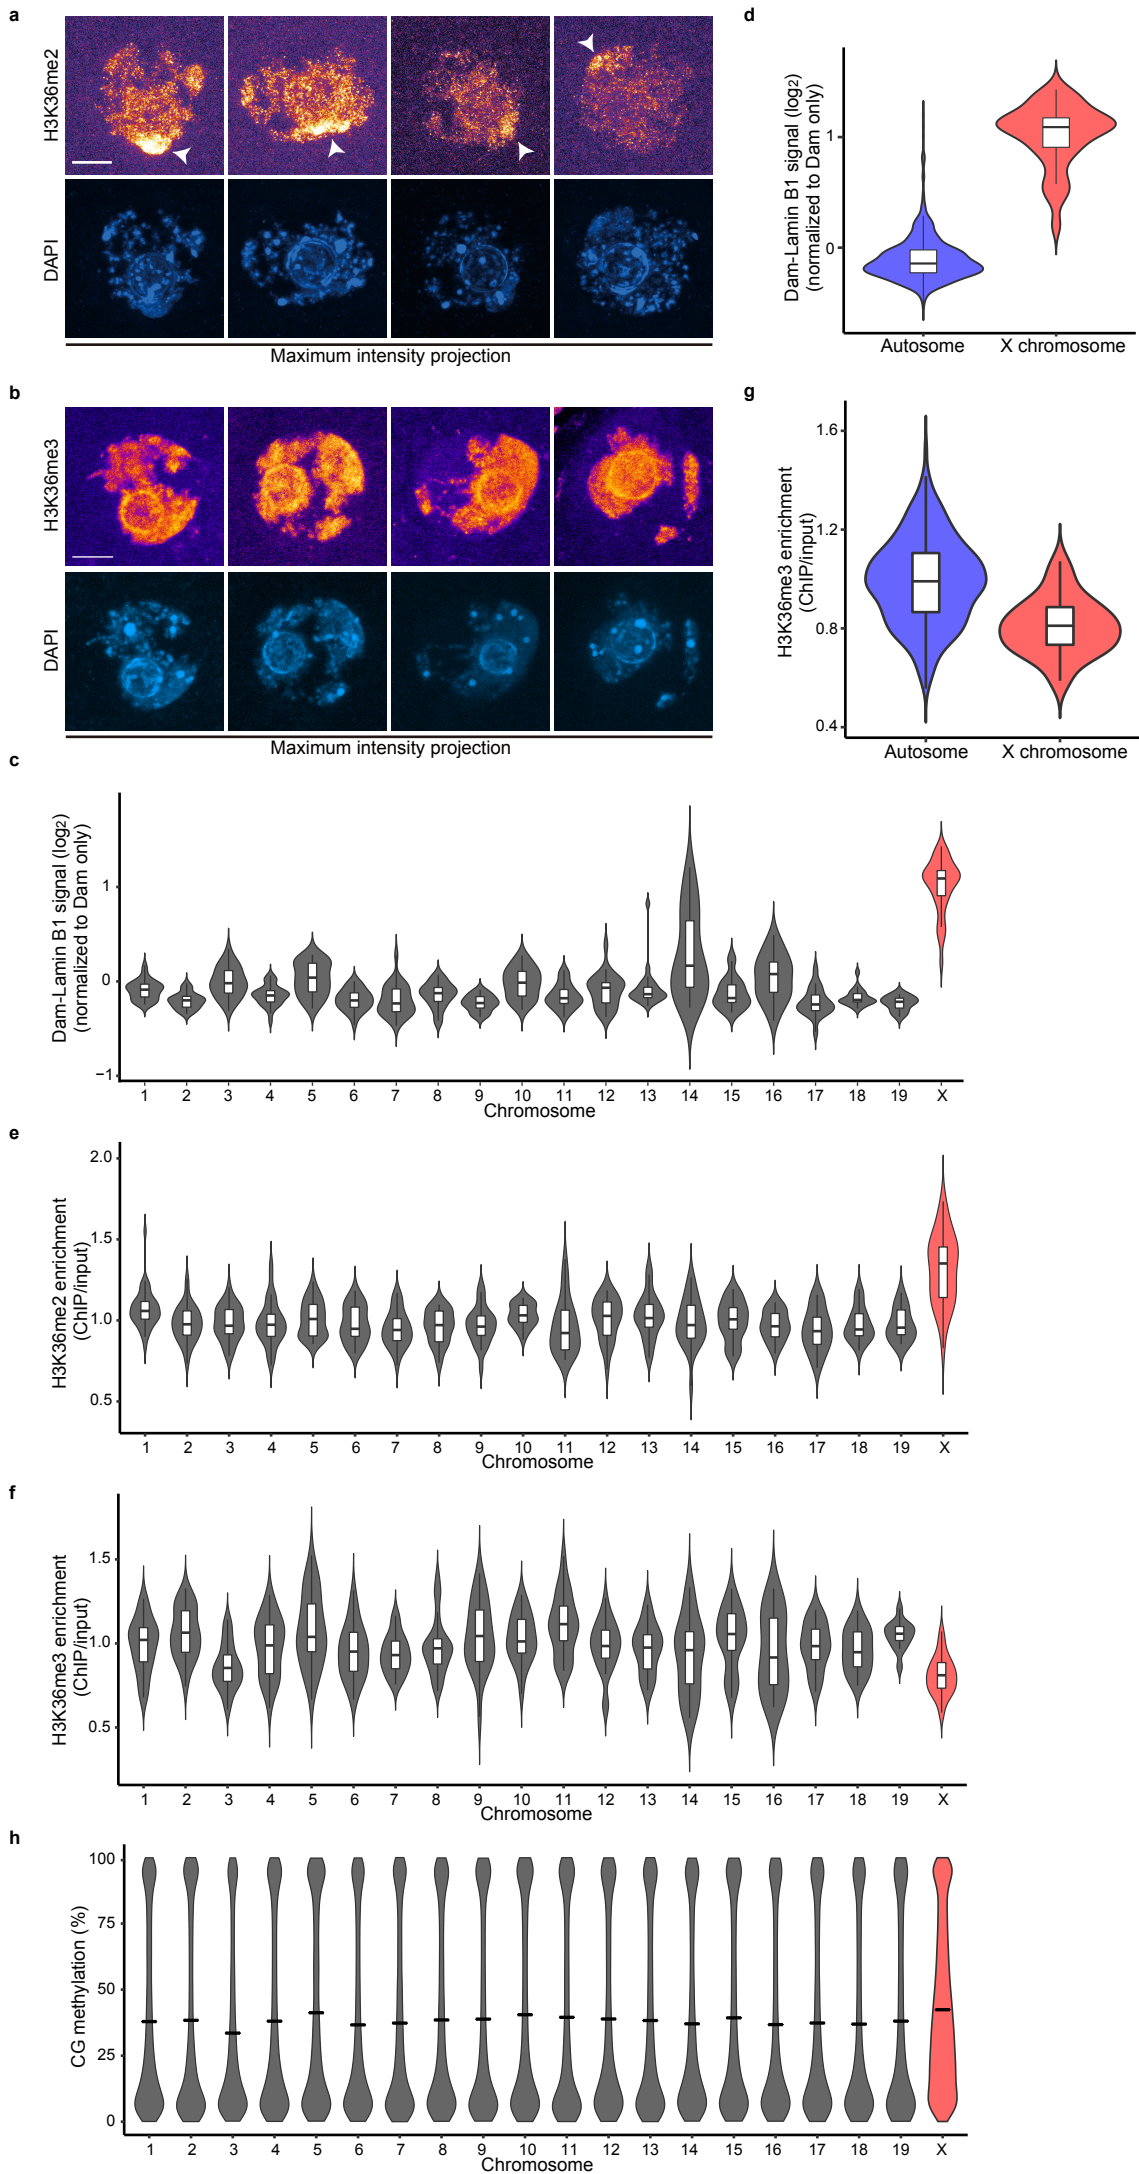

**Supplementary Fig. 1: X chromosome possesses globally high H3K36me2 enrichment.**

- a.** Representative images of germinal vesicles of FGOs immunostained for H3K36me2. Images of the four FGOs. Arrowheads indicate strong H3K36me2 signals near the nuclear envelope. The maximum intensity projection images are shown. Scale bar, 10  $\mu$ m.
- b.** Representative images of germinal vesicles of FGOs immunostained for H3K36me3. Images of the four FGOs. Scale bar, 10  $\mu$ m.
- c.** Violin plots showing Dam-Lamin B1 signal levels in individual chromosomes. The data were normalized to Dam-only data in each 5-Mb bin<sup>19</sup> (n= 40, 37, 33, 32, 31, 30, 30, 26, 25, 27, 25, 25, 25, 25, 21, 20, 19, 19, and 13 bins for chromosome 1, 2, ..., and 19, respectively, and n= 35 bins for chromosome X). Boxplots show median value and 25–75<sup>th</sup> percentiles, and whiskers show 1.5 $\times$  interquartile range from the box. Source data are provided as a Source Data file.
- d.** Violin plots showing Dam-Lamin B1 signal levels of 5-Mb bins in autosomes (n = 503) and the X chromosome (n = 35)<sup>19</sup>. Boxplots show median value and 25–75<sup>th</sup> percentiles, and whiskers show 1.5 $\times$  interquartile range from the box. Source data are provided as a Source Data file.
- e.** Violin plots showing H3K36me2 enrichment in 5-Mb bins in individual chromosomes (n= 40, 37, 32, 32, 31, 30, 30, 26, 25, 27, 25, 25, 25, 25, 21, 20, 19, 19, and 13 bins for chromosome 1, 2, ..., and 19, respectively, and n= 35 bins for chromosome X). Boxplots show median value and 25–75<sup>th</sup> percentiles, and whiskers show 1.5 $\times$  interquartile range from the box. Source data are provided as a Source Data file.
- f.** Violin plots showing H3K36me3 enrichment in 5-Mb bins in individual chromosomes (n= 40, 37, 32, 32, 31, 30, 30, 26, 25, 27, 25, 25, 25, 25, 21, 20, 19, 19, and 13 bins for chromosome 1, 2, ..., and 19, respectively, and n= 35 bins for chromosome X). Boxplots show median value and 25–75<sup>th</sup> percentiles, and whiskers show 1.5 $\times$  interquartile range from the box. Source data are provided as a Source Data file.
- g.** Violin plots showing H3K36me3 enrichment in 5-Mb bins in autosomes (n = 502) and X chromosome (n = 35). Boxplots show median value and 25–75<sup>th</sup> percentiles, and whiskers show 1.5 $\times$  interquartile range from the box. Source data are provided as a Source Data file.
- h.** Violin plots showing CG methylation levels of 10-kb bins in individual chromosomes (n= 19,191, 17,638, 15,612, 15,010, 14,673, 14,592, 13,734, 12,541, 12,115, 12,685, 11,859, 11,646, 11,673, 11,848, 10,067, 9,495, 9,155, 8,737, and 5,813 bins for chromosome 1, 2, ..., and 19, respectively, and n= 15,494 bins for chromosome X). Horizontal bars indicate mean values.

Supplementary Fig. 2

a

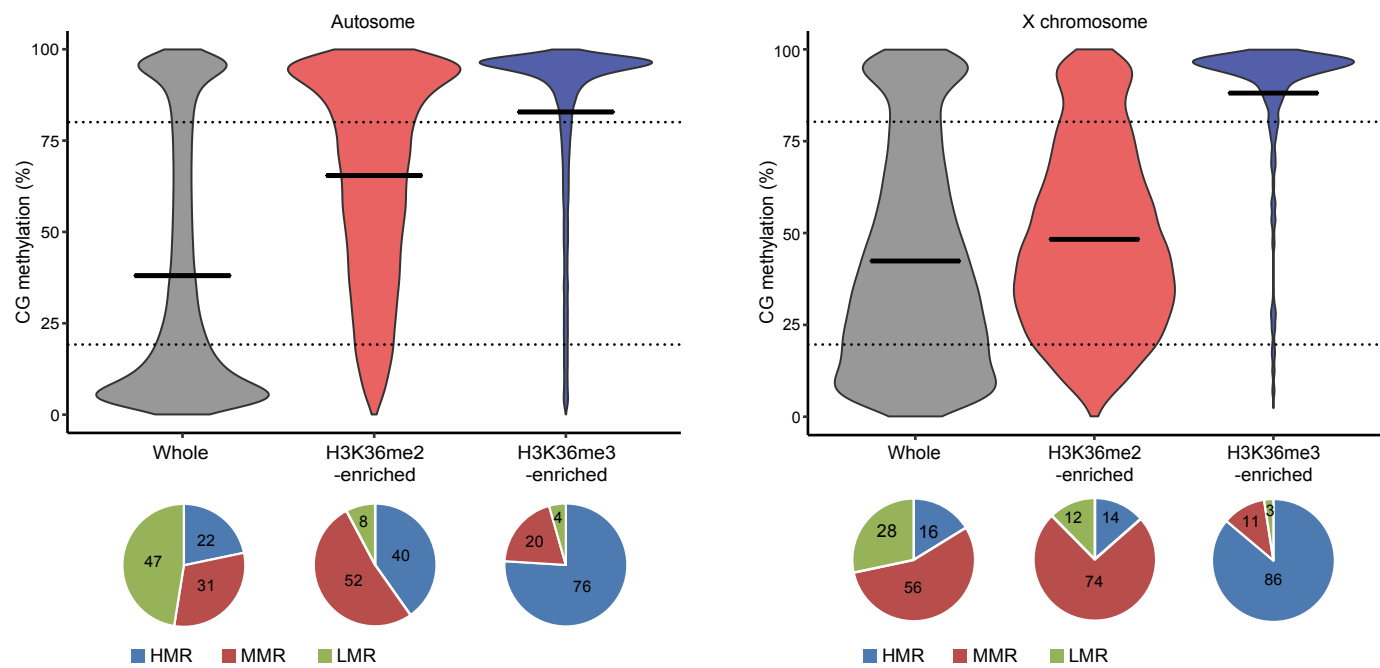

b

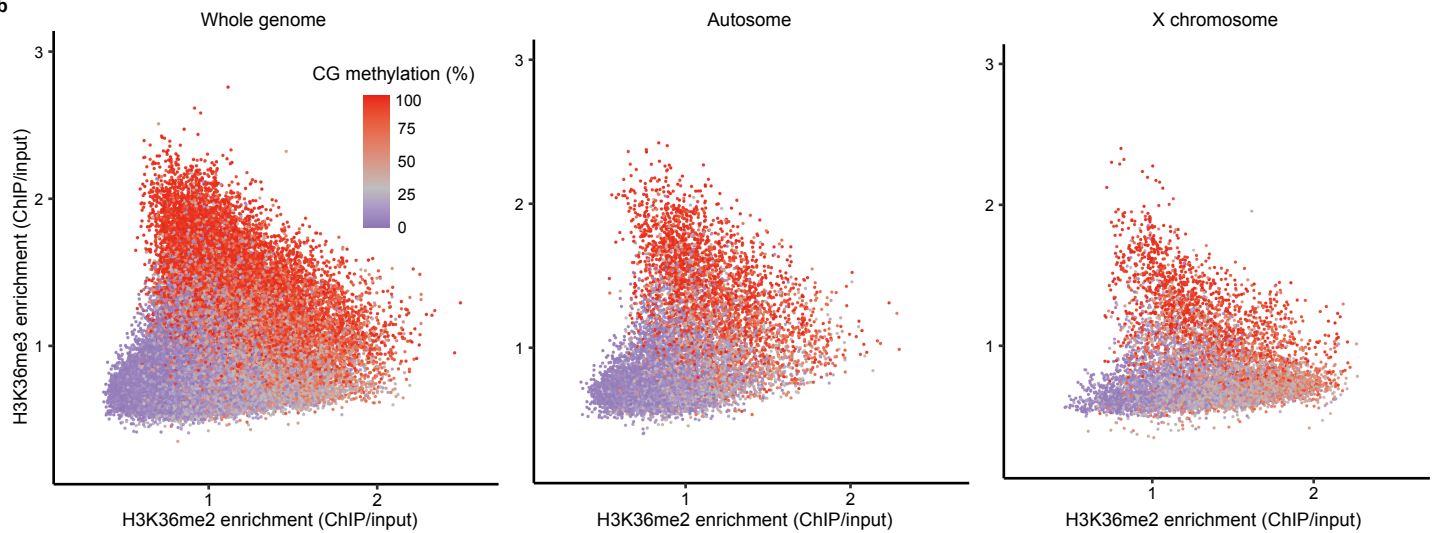

**Supplementary Fig. 2: H3K36me2-enriched regions are associated with moderate levels of CG methylation.**

**a**, Violin plots showing CG methylation levels of 10-kb bins from all autosomes ( $n = 238,084$ ) and their H3K36me2-enriched ( $n = 23,268$ ) and H3K36me3-enriched regions ( $n = 28,165$ ) (left). A similar analysis was performed for the X chromosome: 10-kb bins from the entire X chromosome ( $n = 15,494$ ) and its H3K36me2-enriched ( $n = 6,966$ ) and H3K36me3-enriched regions ( $n = 490$ ). Horizontal bars indicate mean values. Pie charts show percentages of 10-kb bins categorized as HMRs, MMRs, and LMRs.

**b**, Scatter plots showing reciprocal H3K36me2 and H3K36me3 enrichment with a color gradient for CG methylation levels in control FGOs. Fifty thousand randomly selected 10-kb bins were plotted for the whole genome (left) and ten thousand of those for autosomes (middle) and X chromosomes (right).

**Supplementary Fig. 3**

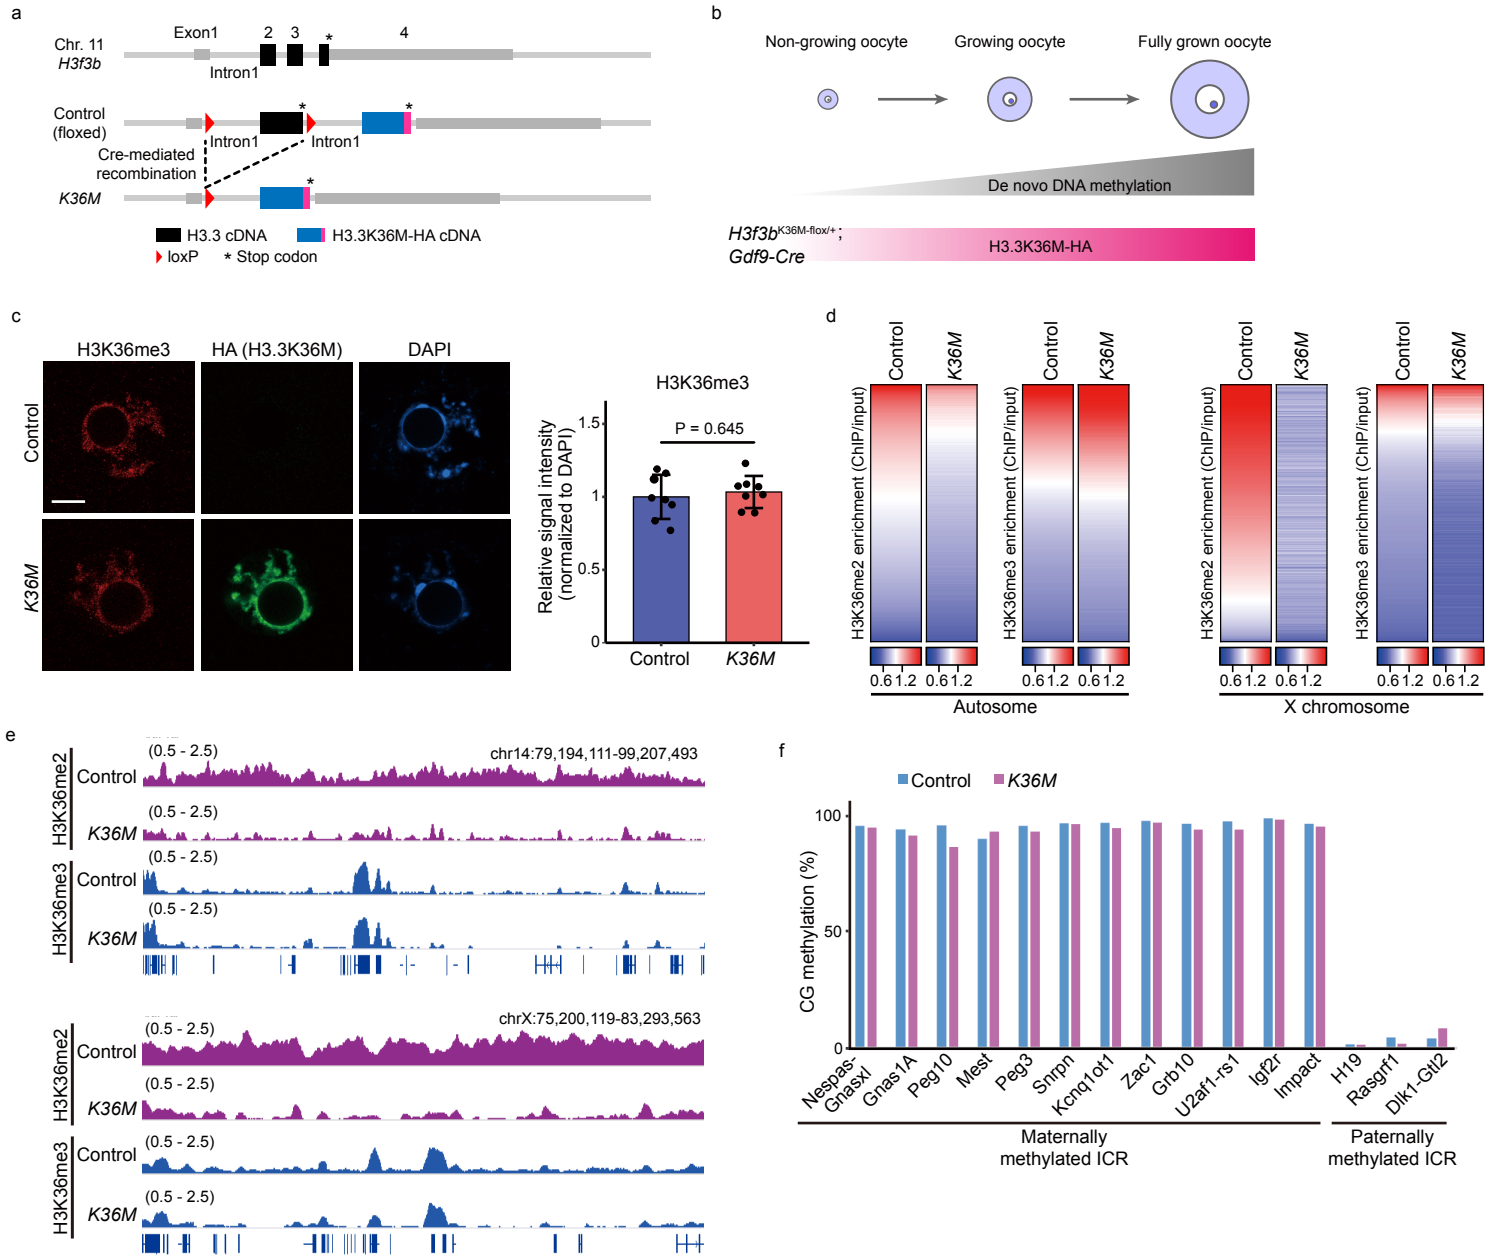

**Supplementary Fig. 3: Expression of H3.3K36M causes loss of H3K36me2.**

**a**, Scheme showing Cre-mediated recombination strategy. H3.3K36M-HA indicates H3.3K36M protein tagged with HA peptides at the carboxy terminus.

**b**, Chronology of oocyte growth, de novo DNA methylation, and H3.3K36M-HA expression driven by *Gdf9*-Cre.

**c**, Representative images of control and *K36M* FGOs immunostained for H3K36me3 (left) and plots showing their signal intensities (right). H3.3K36M-HA expression was confirmed through HA immunostaining. Signal intensity was measured in the control ( $n = 8$ ) and *K36M* FGOs ( $n = 8$ ) from two independent experiments. Scale bar, 10  $\mu$ m. P-values (two-tailed Mann-Whitney U tests) are indicated. Error bars indicate the mean  $\pm$  SD. Source data are provided as a Source Data file.

**d**, Heatmaps showing H3K36me2 and H3K36me3 enrichment in 10-kb bins for the autosomes (left) and X chromosome (right) in control and *K36M* FGOs. Enrichment values were normalized using the spike-in control.

**e**, Genome browser snapshots showing H3K36me2 and H3K36me3 enrichment in control and *K36M* FGOs. Representative regions from chromosome 14 (left) and X (right). The enrichment values were ChIP/input.

**f**, CG methylation levels in imprinting control regions (ICRs) in control and *K36M* FGOs. Source data are provided as a Source Data file.

**Supplementary Fig. 4**

**a**

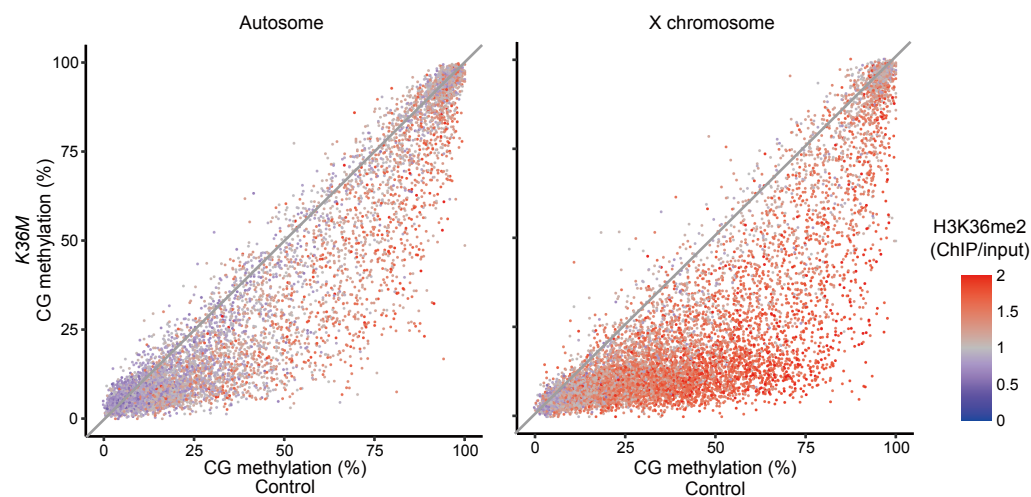

**b**

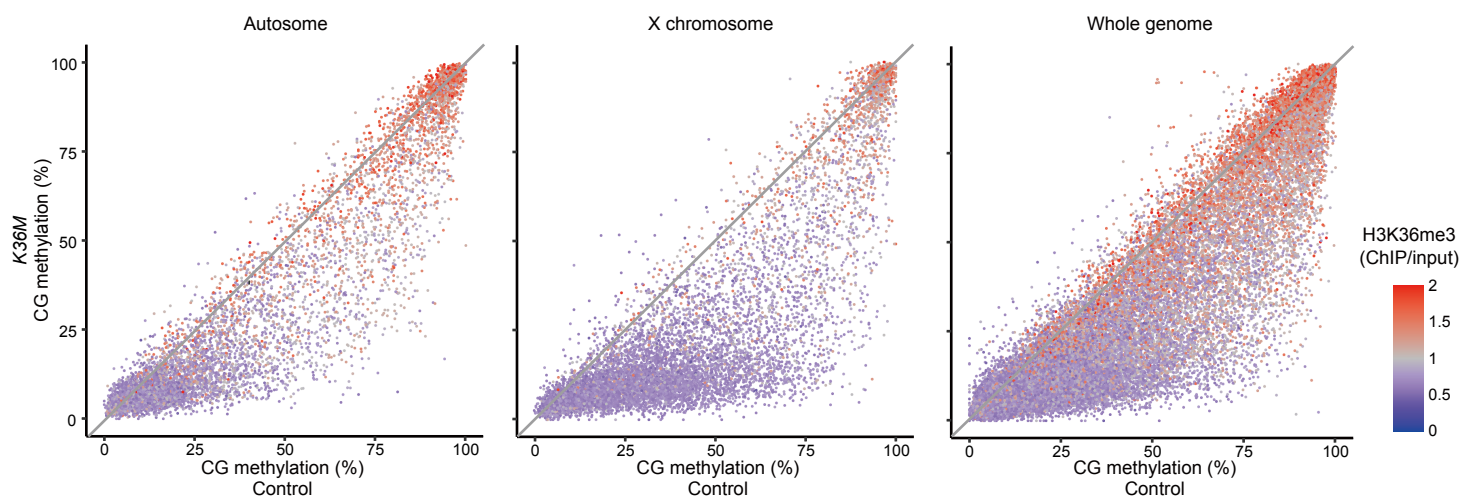

**Supplementary Fig. 4: Loss of H3K36me2 causes CG hypomethylation in MMRs.**

**a**, Scatter plots showing CG methylation levels in control and *K36M* FGOs in autosomes (left) and X chromosomes (right). Ten thousand randomly selected 10-kb bins were plotted with a color gradient for H3K36me2 enrichment in control FGOs.

**b**, Scatter plots showing CG methylation levels in control and *K36M* FGOs across the whole genome (left), autosomes (middle), and X chromosome (right). Fifty thousand (left) and ten thousand (middle and right) randomly selected 10-kb bins were plotted with a color gradient for H3K36me3 enrichment in control FGOs.

Supplementary Fig. 5

a

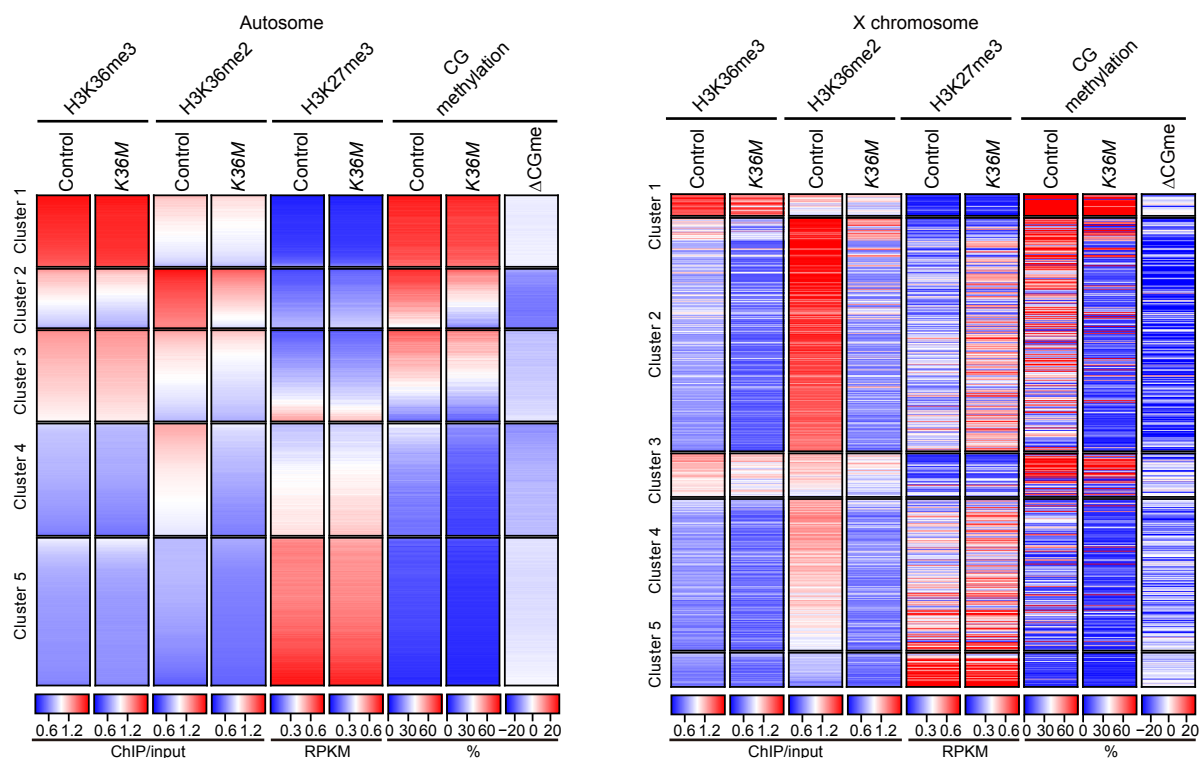

b

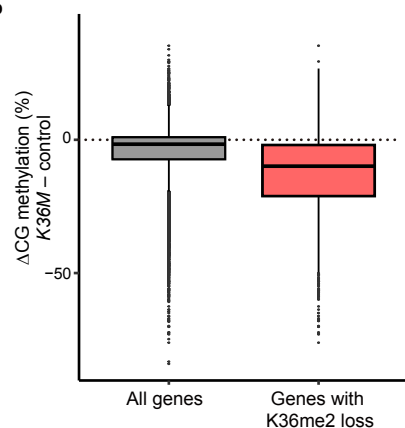

c

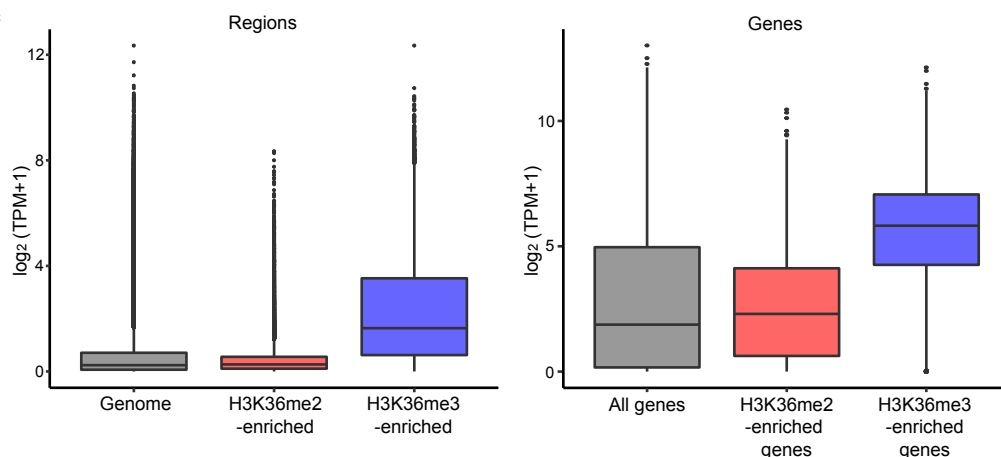

d

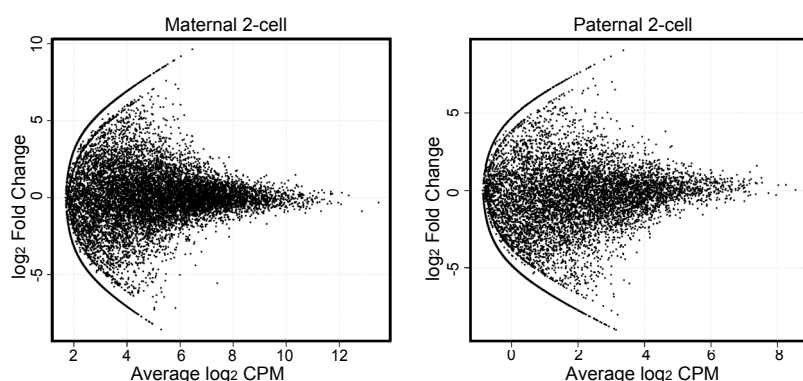

**Supplementary Fig. 5: Loss of H3K36me2 affects H3K27me3 and CG methylation especially in X chromosome but has little impact on the transcriptome of 2-cell embryos.**

**a**, Heatmaps showing H3K36me3, H3K36me2, and H3K27me3 enrichment and CG methylation levels in 10-kb bins in control and K36M FGOs. CG methylation differences between K36M and control FGOs (ΔCGme). The analysis was performed separately for autosomes (left) and X chromosomes (right).

**b**, Box plots showing CG methylation changes between K36M and control FGOs for all genes (left,  $n = 22,552$ ) and those with H3K36me2 loss (right,  $n = 2,299$ ). The box shows the median value and 25–75<sup>th</sup> percentiles, and whiskers show 1.5× interquartile range from the box.

**c**, Box plots showing the levels of transcripts mapped to 10-kb bins across the genome ( $n = 253,578$ ), H3K36me2-enriched regions (ChIP/input  $\geq 1.4$ ,  $n = 30,234$ ), and H3K36me3-enriched regions (ChIP/input  $\geq 1.5$ ,  $n = 28,655$ ) in control FGOs (left). Box plots showing expression levels of all genes ( $n = 22,436$ ), H3K36me2-enriched genes (ChIP/input  $\geq 1.2$ ,  $n = 4,687$ ), and H3K36me3-enriched genes (ChIP/input  $\geq 1.4$ ,  $n = 4,342$ ) in control FGOs (right). The H3K36me2-enriched and H3K36me3-enriched genes are listed in Supplementary Data 2 and 3. The box shows the median value and 25–75<sup>th</sup> percentiles, and whiskers show 1.5× interquartile range from the box. TPM, transcripts per kilobase million.

**d**, MA plots showing changes in gene expression between K36M oocyte-derived and control late 2-cell embryos. Transcripts from maternal (left) and paternal (right) alleles were analyzed separately. Genes with FDR  $< 0.05$  were not detected.

**Supplementary Fig. 6**

**a**

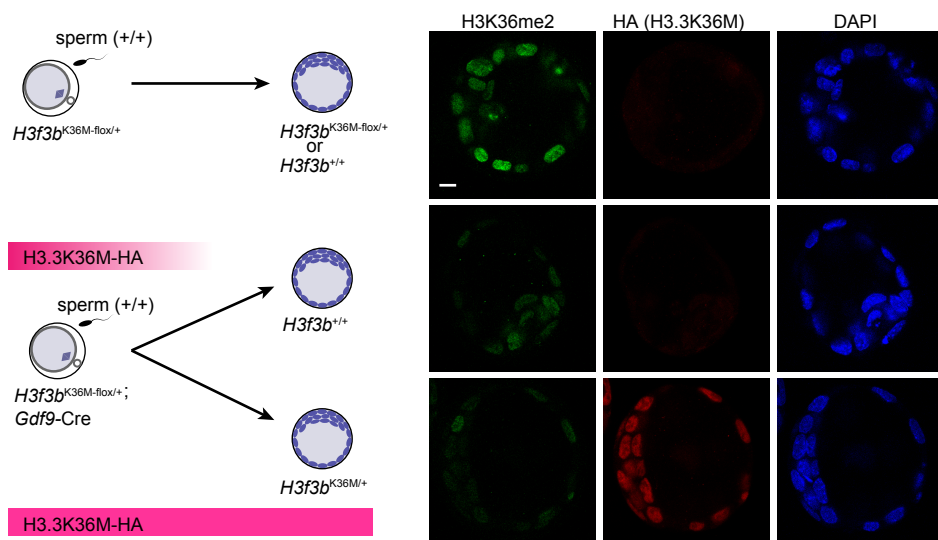

**b**

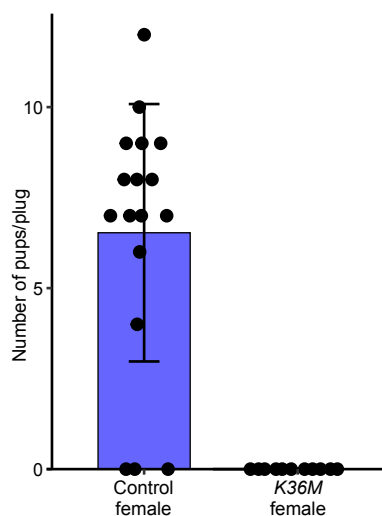

**c**

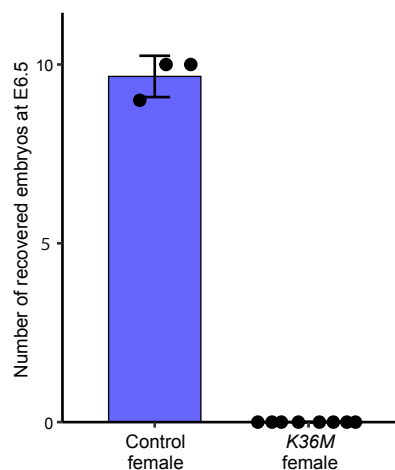

**d**

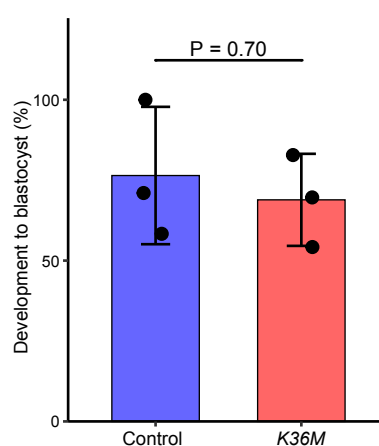

**Supplementary Fig. 6: *K36M* oocytes lead to embryonic lethality around implantation.**

**a**, Representative images of blastocysts immunostained for H3K36me2 and HA. A schematic representation of the experimental outline and genotypes is shown on the left. Control (n = 23) and *K36M* (n = 36) oocytes were fertilized with wild-type sperm in two independent experiments. Scale bar, 10 μm.

**b**, Plots showing the number of pups per plug for control (n = 17) and *K36M* females (n = 11) crossed with wild-type males. Error bars indicate the mean ± SD. Source data are provided as a Source Data file.

**c**, Plots showing the numbers of embryos recovered at E6.5 from control (n = 3) and *K36M* females (n = 8) after crossing with wild-type males. Error bars indicate the mean ± SD. Source data are provided as a Source Data file.

**d**, Plots showing blastocyst formation rates Control (n = 84, 69, and 66) and *K36M* oocytes (n = 83, 64, and 56) were fertilized with wild-type sperm in three independent experiments. P-values (two-tailed Mann-Whitney U tests) are shown. Error bars indicate the mean ± SD. Source data are provided as a Source Data file.

Supplementary Fig. 7

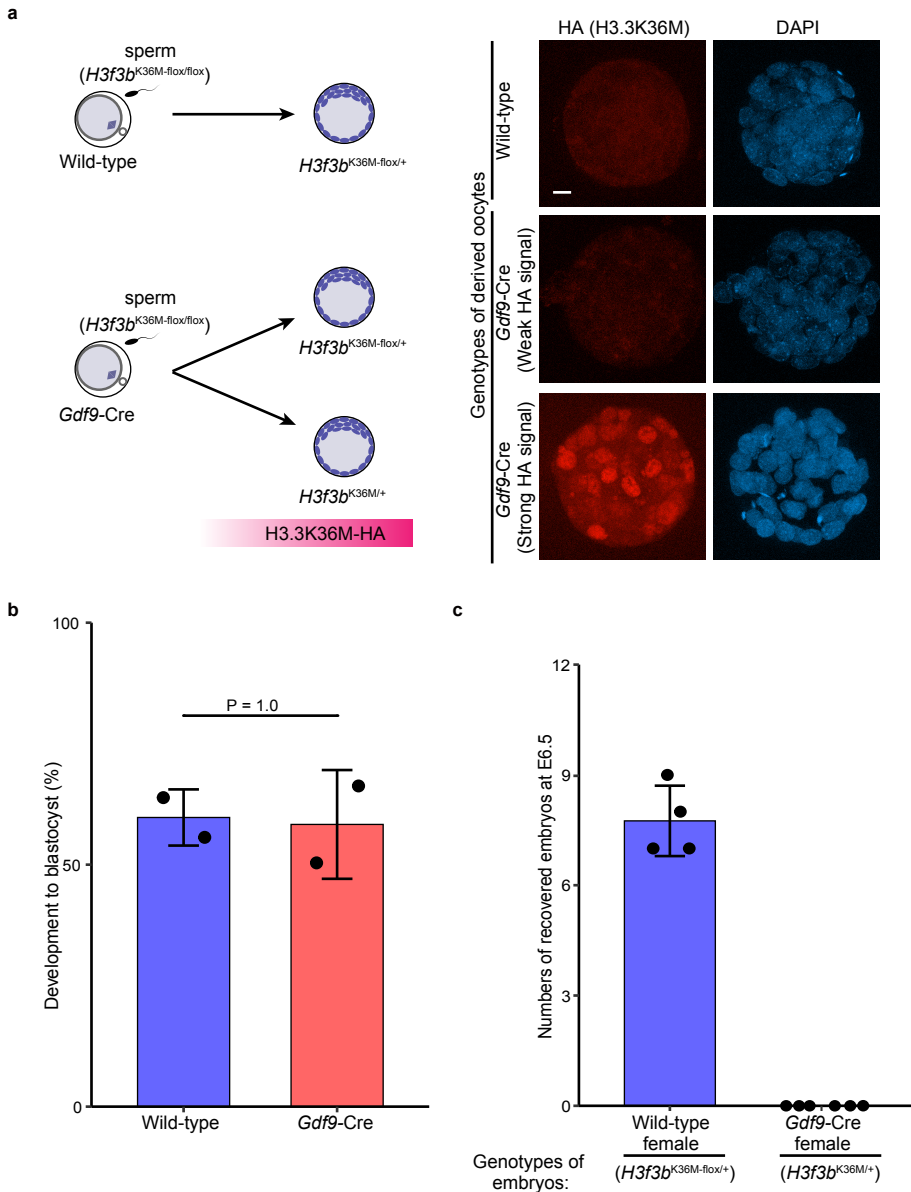

**Supplementary Fig. 7: Zygotic H3.3K36M leads to embryonic lethality around implantation.**

**a**, Representative images of blastocysts immunostained for HA. A schematic representation of the experimental outline and genotypes is shown on the left. Wild-type ( $n = 24$ ) and *Gdf9-Cre* oocytes ( $n = 28$ ) were fertilized with *H3f3b*<sup>K36M-flox/flox</sup> sperm in two independent experiments. Blastocysts derived from *Gdf9-Cre* oocytes showed variations in H3.3K36M expression: signal measurement identified those with weak to moderate HA expression ( $n = 21$ ) and those with strong HA expression ( $n = 7$ ). The maximum intensity projection images are shown. Scale bar, 10  $\mu$ m.

**b**, Plots showing blastocyst formation rates. Wild-type ( $n = 166$  and 124) and *K36M* oocytes ( $n = 83$  and 135) were fertilized with *H3f3b*<sup>K36M-flox/flox</sup> sperm in two independent experiments. P-values (two-tailed Mann-Whitney U tests) are shown. Error bars indicate the mean  $\pm$  SD. Source data are provided as a Source Data file.

**c**, Plots showing the numbers of embryos recovered at E6.5, from wild-type ( $n = 4$ ) and *Gdf9-Cre* females ( $n = 6$ ) crossed with *H3f3b*<sup>K36M-flox/flox</sup> males. The genotypes of derived embryos are also shown (bottom). Error bars indicate the mean  $\pm$  SD. Source data are provided as a Source Data file.

Supplementary Fig. 8

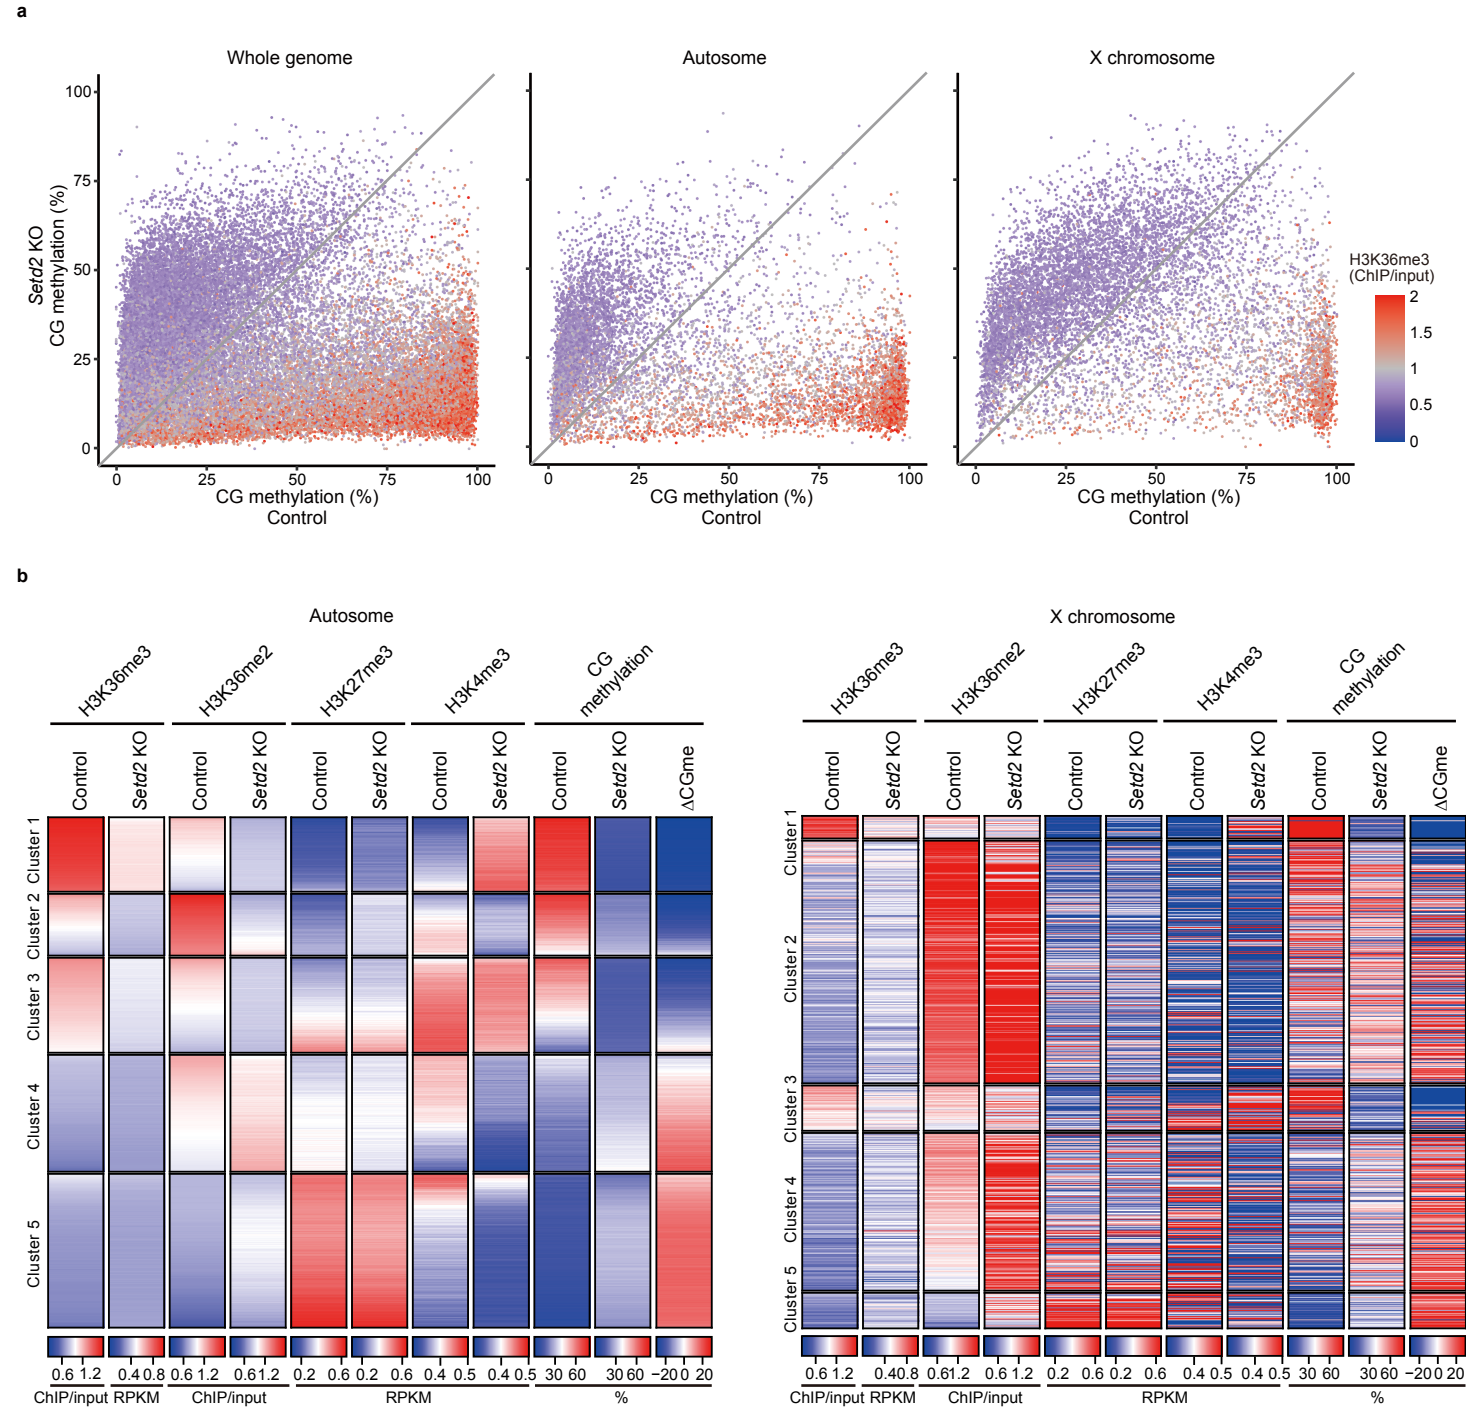

**Supplementary Fig. 8: Loss of H3K36me3 results in excessive gain of CG methylation in regions with specific histone marks.**

**a**, Scatter plots showing CG methylation levels in control and *Setd2* KO FGOs across the whole genome (left), autosomes (middle), and X chromosomes (right). Fifty thousand (left) and ten thousand randomly selected 10-kb bins (middle and right) were plotted with a color gradient for H3K36me3 enrichment in control FGOs.

**b**, Heatmaps showing H3K36me3, H3K36me2, H3K27me3, and H3K4me3 enrichment and CG methylation of 10-kb bins in control and *Setd2* KO FGOs<sup>11, 14</sup>. CG methylation differences between *Setd2* KO and control FGOs ( $\Delta$ CGme). The analysis was performed separately for autosomes (left) and X chromosomes (right). The data are sorted in the same order as that in Supplementary Fig. 5a.

Supplementary Fig. 9

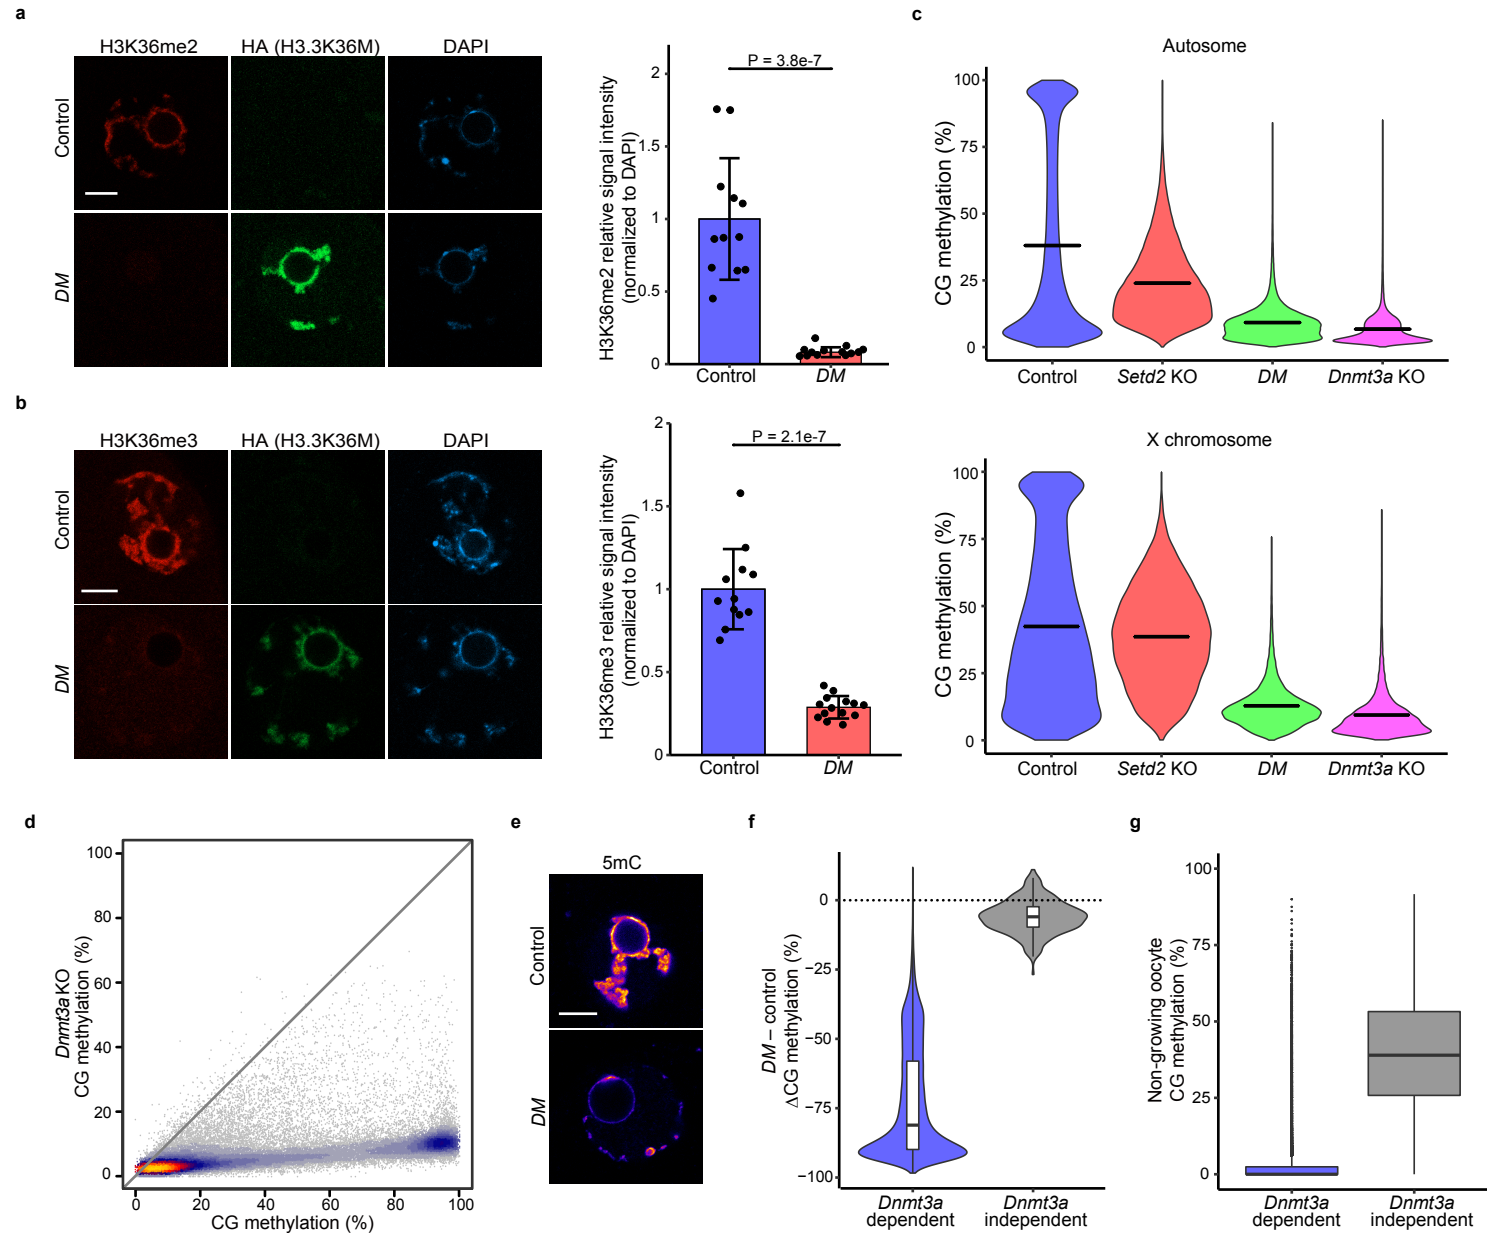

**Supplementary Fig. 9: Depletion of both H3K36me2 and H3K36me3 results in global hypomethylation in FGOs.**

**a**, Representative images of control and *DM* FGOs immunostained for H3K36me2 (left) and plots showing signal intensities (right). H3.3K36M-HA expression was confirmed using HA immunostaining. Signal intensity was measured in the control ( $n = 12$ ) and *DM* FGOs ( $n = 13$ ) from two independent experiments. Scale bar, 10  $\mu\text{m}$ . P-values (two-tailed Mann-Whitney U tests) are indicated. Error bars indicate the mean  $\pm$  SD. Source data are provided as a Source Data file.

**b**, Representative images of control and *DM* FGOs immunostained for H3K36me3 (left) and plots showing signal intensities (right). H3.3K36M-HA expression was confirmed using HA immunostaining. Signal intensity was measured in the control ( $n = 12$ ) and *DM* FGOs ( $n = 14$ ) from two independent experiments. Scale bar, 10  $\mu\text{m}$ . P-values (two-tailed Mann-Whitney U tests) are indicated. Error bars indicate the mean  $\pm$  SD. Source data are provided as a Source Data file.

**c**, Violin plots showing CG methylation levels in 10-kb bins of autosomes (left) and X chromosome (right) in control, *Setd2* KO, *DM*, and *Dnmt3a* KO<sup>7</sup> FGOs. Horizontal bars indicate mean values.

**d**, Scatter plots showing CG methylation levels in the control and *Dnmt3a* KO<sup>7</sup> FGOs. Fifty thousand randomly selected 10-kb bins were plotted.

**e**, Representative images of control and *DM* FGOs immunostained for 5mC. Control ( $n = 9$ ) and *DM* FGOs ( $n = 20$ ) were studied in two independent experiments. Scale bar, 10  $\mu\text{m}$ .

**f**, Violin plots showing CG methylation differences between *DM* and control FGOs in 10-kb bins of *Dnmt3a*-dependent ( $n = 59,806$ ) and *Dnmt3a*-independent regions ( $n = 262$ )<sup>7</sup>. Boxplots show median value and 25–75th percentiles, and whiskers show 1.5 $\times$  interquartile range from the box.

**g**, Box plots showing CG methylation levels in non-growing oocytes in 10-kb bins of *Dnmt3a*-dependent ( $n = 59,806$ ) and *Dnmt3a*-independent regions ( $n = 262$ )<sup>7</sup>. The box shows the median value and 25–75th percentiles, and whiskers show 1.5 $\times$  interquartile range from the box.

Supplementary Note  
a

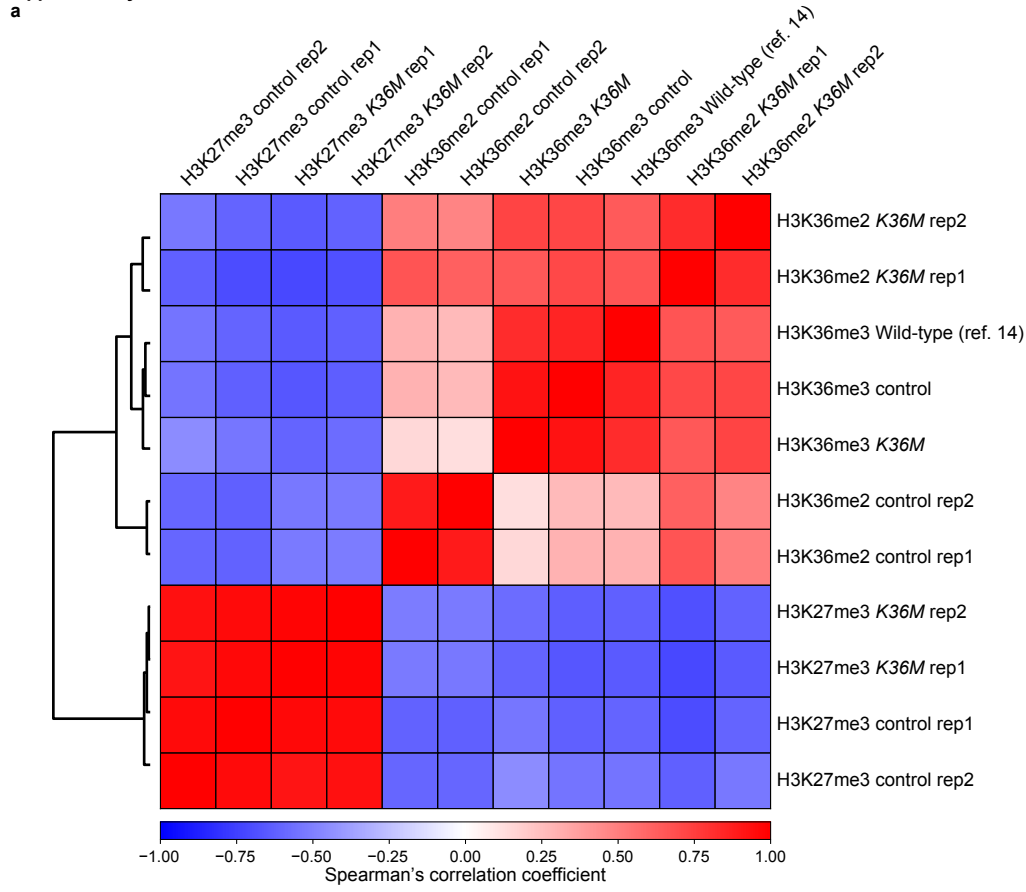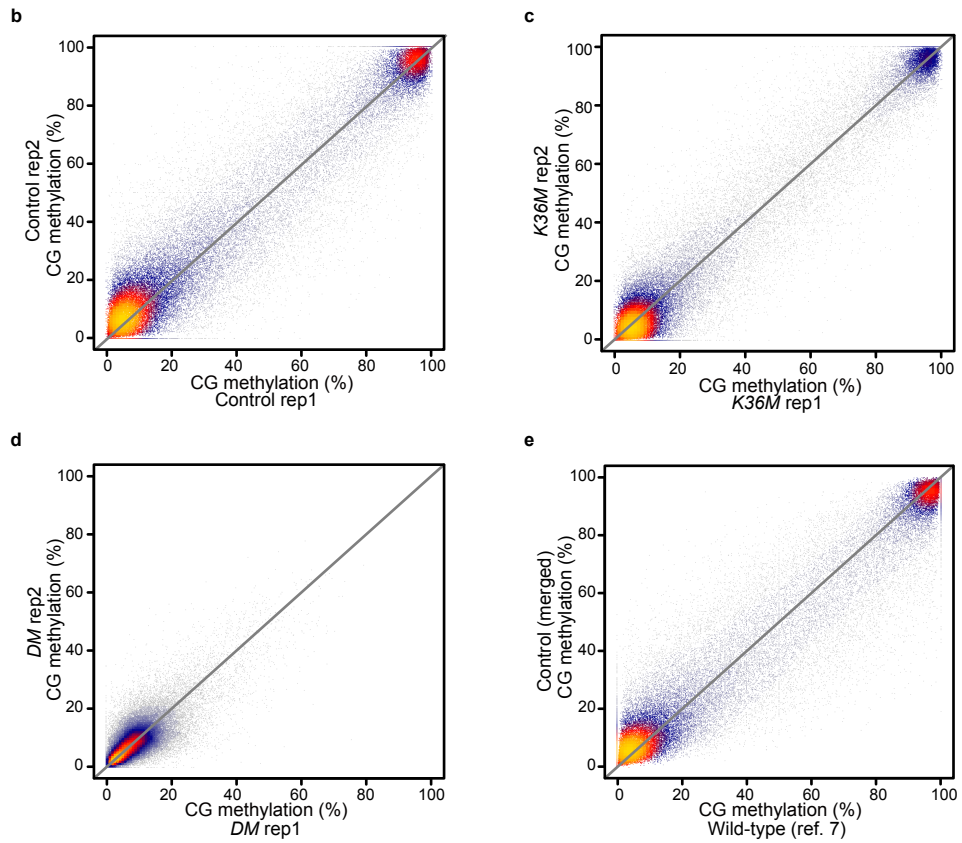

**Supplementary Note: Reproducibility between replicates of ChIP-seq, CUT&RUN, and WGBS data.**

- a, Hierarchical clustering and correlation analysis of histone modification data. Correlation was determined using enrichment in 10-kb bins. Previous H3K36me3 ChIP-seq data<sup>14</sup> were also used to confirm the validity of our data. Heatmaps show Spearman's correlation coefficients between samples.
- b, Scatter plots showing CG methylation levels in replicates 1 and 2 of control FGOs. Fifty thousand randomly selected 10-kb bins were plotted.
- c, Scatter plots showing CG methylation levels in replicates 1 and 2 of *K36M* FGOs. Fifty thousand randomly selected 10-kb bins were plotted.
- d, Scatter plots showing CG methylation levels in replicates 1 and 2 of the *DM* FGOs. Fifty thousand randomly selected 10-kb bins were plotted.
- e, Scatter plots showing CG methylation levels in wild-type<sup>7</sup> and control FGOs (replicates 1 and 2 were merged). Fifty thousand randomly selected 10-kb bins were plotted.

**Supplementary Table 1. List of publicly available data reanalyzed in this study.**

| <b>Data</b>                                                        | <b>Accession Number</b> | <b>Reference</b> | <b>Related figures</b>                                          |
|--------------------------------------------------------------------|-------------------------|------------------|-----------------------------------------------------------------|
| Dam-Lamin B1 signal in FGO                                         | GSE112551               | 19               | Supplementary Fig. 1c,d                                         |
| H3K36me2 in <i>Setd2</i> KO FGO                                    | GSE148150               | 11               | Fig. 4b,e and Supplementary Fig. 8b                             |
| H3K4me3, H3K27me3, and H3K36me3 in <i>Setd2</i> KO and control FGO | GSE112835               | 14               | Fig. 4b, Supplementary Fig. 8b and Supplementary Note           |
| H3K4me3 and CG methylation in <i>Mll2</i> KO and control FGO       | GSE93941                | 12               | Fig. 4c,d                                                       |
| CG methylation in non-growing oocyte and <i>Dnmt3a</i> KO FGO      | DRA000570               | 7                | Fig. 5b,c,d,f,g, Supplementary Fig. 9c,d and Supplementary Note |

**Supplementary Table 2. Summary of ULI-NChIP-seq, CUT&RUN, and RNA-seq.**

| Sample                     | Total reads | Library layout |
|----------------------------|-------------|----------------|
| <b>ULI-NChIP-seq (FGO)</b> |             |                |
| H3K36me2_ctrl_rep1         | 89,210,770  | 53 paired-end  |
| H3K36me2_ctrl_rep1_input   | 66,077,532  | 53 paired-end  |
| H3K36me2_ctrl_rep2         | 122,427,330 | 53 paired-end  |
| H3K36me2_ctrl_rep2_input   | 112,868,724 | 53 paired-end  |
| H3K36me2_K36M_rep1         | 176,655,532 | 53 paired-end  |
| H3K36me2_K36M_rep1_input   | 89,930,728  | 53 paired-end  |
| H3K36me2_K36M_rep2         | 63,361,076  | 53 paired-end  |
| H3K36me2_K36M_rep2_input   | 77,732,234  | 53 paired-end  |
| H3K36me3_ctrl              | 95,691,462  | 53 paired-end  |
| H3K36me3_ctrl_input        | 71,073,922  | 53 paired-end  |
| H3K36me3_K36M              | 80,520,322  | 53 paired-end  |
| H3K36me3_K36M_input        | 79,697,516  | 53 paired-end  |
| <b>CUT&amp;RUN (FGO)</b>   |             |                |
| H3K27me3_ctrl_rep1         | 93,945,052  | 53 paired-end  |
| H3K27me3_ctrl_rep2         | 356,237,456 | 53 paired-end  |
| H3K27me3_K36M_rep1         | 311,634,240 | 53 paired-end  |
| H3K27me3_K36M_rep2         | 116,577,938 | 53 paired-end  |
| <b>RNA-seq (FGO, 2C)</b>   |             |                |
| RNA_FGO_ctrl_rep1          | 95,414,674  | 53 paired-end  |
| RNA_FGO_ctrl_rep2          | 105,769,228 | 53 paired-end  |
| RNA_FGO_ctrl_rep3          | 97,972,924  | 53 paired-end  |
| RNA_FGO_K36M_rep1          | 78,367,432  | 53 paired-end  |
| RNA_FGO_K36M_rep2          | 110,243,364 | 53 paired-end  |
| RNA_FGO_K36M_rep3          | 93,777,790  | 53 paired-end  |
| RNA_2C_ctrl_rep1           | 35,759,344  | 53 paired-end  |
| RNA_2C_ctrl_rep2           | 39,112,794  | 53 paired-end  |
| RNA_2C_ctrl_rep3           | 34,484,476  | 53 paired-end  |
| RNA_2C_ctrl_rep4           | 32,954,410  | 53 paired-end  |
| RNA_2C_ctrl_rep5           | 29,292,670  | 53 paired-end  |
| RNA_2C_ctrl_rep6           | 27,539,238  | 53 paired-end  |
| RNA_2C_ctrl_rep7           | 30,680,086  | 53 paired-end  |
| RNA_2C_ctrl_rep8           | 32,776,216  | 53 paired-end  |
| RNA_2C_K36M_rep1           | 30,665,830  | 53 paired-end  |
| RNA_2C_K36M_rep2           | 29,135,982  | 53 paired-end  |
| RNA_2C_K36M_rep3           | 39,490,158  | 53 paired-end  |
| RNA_2C_K36M_rep4           | 28,632,776  | 53 paired-end  |
| RNA_2C_K36M_rep5           | 25,398,318  | 53 paired-end  |
| RNA_2C_K36M_rep6           | 28,246,600  | 53 paired-end  |
| RNA_2C_K36M_rep7           | 35,072,658  | 53 paired-end  |
| RNA_2C_K36M_rep8           | 22,671,142  | 53 paired-end  |

**Number of total reads and that of reads mapped to spike-in (SNAP-ChIP-Kmet Stat Panel )**

|                | control    | K36M        | K36M/control |
|----------------|------------|-------------|--------------|
| H3K36me2_rep1  |            |             |              |
| Total reads    | 88,151,570 | 173,903,282 |              |
| Spike-in reads | 1,589      | 3,630       |              |
| Total/spike-in | 55476.130  | 47907.240   | <b>0.864</b> |
| H3K36me3_rep1  |            |             |              |
| Total reads    | 93,998,664 | 79,341,810  |              |
| Spike-in reads | 5,736      | 4,445       |              |
| Total/spike-in | 16387.494  | 17849.676   | <b>1.089</b> |

**Number of reads mapped to spike-in with specific histone modifications (for validation of antibody specificity)**

|                       | ChIP | input | ChIP/input | ChIP/input<br>(normalized to<br>maximum value) |
|-----------------------|------|-------|------------|------------------------------------------------|
| H3K36me2_control_rep1 |      |       |            |                                                |
| H3K36me1              | 24   | 37    | 0.649      | <b>0.211</b>                                   |
| H3K36me2              | 77   | 25    | 3.080      | <b>1.000</b>                                   |
| H3K36me3              | 12   | 52    | 0.231      | <b>0.075</b>                                   |
| H3K36me3_control_rep1 |      |       |            |                                                |
| H3K36me1              | 48   | 61    | 0.787      | <b>0.068</b>                                   |
| H3K36me2              | 63   | 66    | 0.955      | <b>0.082</b>                                   |
| H3K36me3              | 944  | 81    | 11.654     | <b>1.000</b>                                   |

**Supplementary Table 3. Summary of WGBS in FGO.**

| Sample         | Total reads | Library layout | Mapping efficiency (%) | Average depth per strand | Conversion rate (%) | CG methylation (%) | non-CG methylation (%) |
|----------------|-------------|----------------|------------------------|--------------------------|---------------------|--------------------|------------------------|
| WGBS_ctrl_rep1 | 493,864,036 | 108 single-end | 59.6                   | 7.5                      | 99.5                | 36.2               | 3.1                    |
| WGBS_ctrl_rep2 | 317,267,573 | 108 single-end | 51.2                   | 2.3                      | 99.3                | 35.8               | 3.0                    |
| WGBS_K36M_rep1 | 496,433,476 | 108 single-end | 59.4                   | 7.6                      | 99.4                | 30.8               | 2.7                    |
| WGBS_K36M_rep2 | 332,173,968 | 108 single-end | 59.6                   | 2.8                      | 99.3                | 30.3               | 2.7                    |
| WGBS_setd2_KO  | 496,916,144 | 108 single-end | 52.5                   | 6.8                      | 99.6                | 18.8               | 0.7                    |
| WGBS_DM_rep1   | 406,576,152 | 108 single-end | 60.4                   | 6.0                      | 99.5                | 7.5                | 0.5                    |
| WGBS_DM_rep2   | 443,662,421 | 108 single-end | 60.2                   | 6.8                      | 99.6                | 7.5                | 0.5                    |

**Supplementary Table 4. Oligonucleotide primers used in this study.**

---

|            |                           |
|------------|---------------------------|
| K36M_F     | GCCTTGAACGTCGCTTGTCTCGCAG |
| K36M_R     | CCACCAGGTATGCTTCGCTAGCCTC |
| Setd2_F    | GAGCTCATTGTCAACACAAACAG   |
| Setd2_R    | TTCTGGGAATCATCCATGGT      |
| Zp3-Cre_F  | GCAGAACCTGAAGATGTTGCGGAT  |
| Zp3-Cre_R  | AGGTATCTCTGACCAGAGTCATCC  |
| Gdf9-Cre_F | TCTGATGAAGTCAGGAAGAACC    |
| Gdf9-Cre_R | GAGATGTCCTTCACTCTGATTC    |

---

# Supplementary material for: Histone H3K36me2 and H3K36me3 form a chromatin platform essential for DNMT3A-dependent DNA methylation in mouse oocytes
**Source:** Nat Commun. 2022 Aug 3;13:4440. doi: 10.1038/s41467-022-32141-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary files

**Histone H3K36me2 and H3K36me3 form a chromatin platform essential for DNMT3A-dependent DNA methylation in mouse oocytes**

Seiichi Yano, Takashi Ishiuchi, Shusaku Abe, Satoshi H. Namekawa, Gang Huang, Yoshihiro Ogawa, Hiroyuki Sasaki

**Description of Supplementary files**

**Supplementary Data 1. List of genes with H3K36me2 loss**

**Supplementary Data 2. List of genes with H3K36me2 enrichment**

**Supplementary Data 3. List of genes with H3K36me3 enrichment**

**Supplementary Data 4. List of differentially expressed genes**

How the deposited data were processed for this re-analysis (not part of the article)

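RNA was sequenced from 6 FGO libraries (3 control and 3 K36M, each of 5 FGOs) and 16 single late two-cell embryos (8 control and 8 K36M oocyte-derived). The samples were grouped by their labels and the paper's methods. Control two-cell replicate 4, which the study left out for a technical problem, was left out of the main comparisons and added back as an alternative. The deposited table held 22 libraries, all of which were mapped to a condition, and 26214 genes.

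The authors removed the first bases of Read 2 with Trim Galore!, mapped the reads with Hisat2, removed reads of ribosomal RNA with BEDTools, counted genes with featureCounts, tested the counts with edgeR and deposited TPM values, in which each library sums to 1000000. The paper's text does not name the gene annotation, the gene lengths or the strand setting behind the TPM values, so genes that overlap on either strand, and near-identical genes, are uncertain. The steps on reads and counts were not repeated here, and no count test was run. Chromosomes, positions and exon lengths came from the RefSeq annotation of GRCm38.p6, the assembly of mm10, which the paper names as its reference genome and in which 99.82% of the gene symbols were found. Supplementary Data 4 was complete. The copies of Supplementary Data 1 to 3 used here each held 1998 genes, so their values are descriptions and no set test was made on them. They reached 16, 7 and 8 chromosomes, and those of Supplementary Data 2 and 3 held 0 X-linked genes.

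TPM keeps no depth, so the reads behind each value are unknown, and depth is described by the total reads the paper gives for each library. No interval that needs a read count is given.

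Log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), over genes with a mean TPM of at least 1 in the libraries fitted, with Benjamini-Hochberg adjustment and a threshold of 0.05. FGOs and two-cell embryos were fitted apart, and 1 further fit over 21 libraries tested the genotype-by-stage interaction. X-linked genes were tested with camera (preset correlation 0.01) and fry. Single values were compared by exact permutation, shares by Fisher's exact test, and the 47 published genes with a mean TPM of at least 1 in both stages by correlation across genes and an exact binomial test. The limma script was tested on simulated data with 200 changed genes per simulation: it called 42.0% (FGO) and 3.25% (two-cell) of genes changed by 1 log2 unit, and 5.18% and 4.98% of unchanged genes had an unadjusted p under 0.05. The simulated noise was independent between genes, so these shares need not hold for the real libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.

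The alternatives were a pseudocount of 0.1, all genes with a TPM above 0 in at least 1 library, genes with a mean TPM of at least 5, quantile normalization, median-of-ratios scaling, no mean-variance trend, array weights, the replicate number as a block, leaving out each FGO library in turn, and adding control two-cell replicate 4. For the medians of the listed genes they were also the median of the mean TPM, genes above 0 and chromosomes 1 to 6, on which the copies of all lists are complete. Genes were named by a rule set before the data were examined: the players the paper names, the 5 genes with the smallest false discovery rate in Supplementary Data 4 (with ties), listed genes whose direction or call differed, and up to 5 genes per direction past the adjusted threshold whose groups did not overlap. Genes named outside this rule are said to have been chosen after their values were seen. Lists of granulosa, stroma, blood, maternal and zygotic marker genes were also written before the data were examined. Allele-specific transcripts, ChIP-seq, CUT&RUN and bisulfite data were not analysed here.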

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

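The tests of zygotic RNA and depth for control two-cell replicate 4, and the test of the histone family, were chosen only after the results were seen. Of 69 comparisons of a sample with its group, 5 passed the 95% limit for a single sample far from the others, and chance gives about 3.5.

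In the 8 control two-cell embryos, replicate 4 stood apart in 2 measures. In it, 7.44% of the TPM lay in its 10 most abundant genes, and its H3f3b TPM was 57.5. The study left this embryo out for a technical problem. A low number of total reads is argued against, since 10 other two-cell embryos had fewer total reads in the paper's table and their median Spearman correlations with the other embryos were 0.718 or more, against 0.691 for replicate 4. More maternal RNA cannot be told apart from an unchanged amount. The median log2(TPM + 1) over 8 maternal genes was 6.84, inside the range of the other control embryos (6.37 to 7.81), but the genes went both ways: Btg4, Oosp1 and Bmp15 lay above each of the other control embryos, while Zp1, Zp2, Zp3 and Gdf9 lay below their mean and inside their range. Its median over 8 zygotic genes was 0.72, against 5.31 to 7.78 in the other control embryos, and 5 of the 8 lay below each of them, which is what less zygotic RNA would give. Whether this reflects delayed genome activation or a loss of RNA during preparation stays open, and the biology of a single embryo was not tested.

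Among the 7 control embryos of the study, replicate 6 had a low H3f3a (TPM 44.5), and replicate 1 had a low Setd2 (TPM 291.9) and a high Kdm1b (TPM 122.0). Replicate 6 had the fewest total reads (27539238) and the lowest median Spearman correlation with the other embryos (0.750) of the 7, so a weaker library stays open for its H3f3a. Replicate 1 had 35759344 total reads and a median Spearman correlation of 0.787, both inside the range of the other control embryos, so neither its total reads nor an overall poor library marks replicate 1. No biological explanation was tested, since embryos of a group share their condition in the labels.

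Zp3 and H3c8 moved in opposite directions in the 2 stages, out of 76 named genes examined. In FGOs, Zp3 had a log2 fold change of -0.17, with each K36M library below the control mean, while in two-cell embryos it had 1.01, with each K36M oocyte-derived embryo above the control mean on the log2 scale. H3c8, chosen after its values were seen, had 1.24 in FGOs (without K36M replicate 1, 1.04 with an adjusted p of 0.0478 from limma) and -3.61 in two-cell embryos. The difference itself was tested: the interaction had an adjusted p from limma of 1.00 for both genes (unadjusted, from limma, 0.0571 for Zp3 and 0.00468 for H3c8), so neither is shown to differ between stages. With array weights neither passed, and a difference is not excluded. A change of the whole family of replication-dependent histone genes cannot be told apart from a change of H3c8 alone. The larger camera p from limma of the 2 stages was 0.233, that in two-cell embryos, and in FGOs it was 0.0889. The median log2 fold change was 0.18 over 58 genes in FGOs, of which 39 were higher, and -0.33 over 62 genes in two-cell embryos, of which 41 were lower, where the median of the other genes was -0.26. Under quantile normalization these medians were 0.19 and -0.17, with the other genes at 0.0058 and -0.036, and the two-cell camera p from limma was 0.0376. Histone genes are near-identical in sequence and their reads may be split, which was not tested, so H3c8 itself remains uncertain.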

How the results depend on the processing

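The splits for the unadjusted interaction count and the X-linked share among listed genes with a mean TPM of at least 1 were chosen only after the results were seen. FGO genes: Cdo1 was the 1 gene past the adjusted threshold, and the count was 0 with a pseudocount of 0.1, with all genes above 0 tested and without a mean-variance trend. It was again 1, the same gene, with a mean TPM of at least 5, quantile normalization, median-of-ratios scaling and array weights. The 6 fits that each left out one FGO library gave 0 to 300 genes. The 300 genes (191 higher, 109 lower) came without K36M replicate 1, the next count being 2 (Rprl2 and Rprl3) without control replicate 1. The published genes past the threshold numbered 0 under the same 3 alternatives that gave 0 above, and 0 to 24 with a library left out, 24 without K36M replicate 1. The direction was the listed one for all 54 under each alternative but the mean TPM of at least 5, which covered 39 of them, all in the listed direction. The causes were not tested, apart from the tests of K36M replicate 1 below.

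The adjusted p of Cdo1 from limma ranged from 0.0164 to 0.354 over its alternatives. Other splits of the 6 FGO libraries into 3 and 3 gave as many genes past the adjusted threshold in 2 of 10 splits, as many genes past an unadjusted p of 0.05 in 2 of 10, and as many published genes in 1 of 10, the real split included in each. These 10 splits cannot give a share under 0.05, so chance cannot be told apart from the genotype by this count. The other split with as many genes, control replicate 3 with K36M replicates 2 and 3, gave 5 genes.

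Two-cell embryos: 0 genes passed, and 5 did without a mean-variance trend (Pxdn, higher, and Bhlhe23, Cmtm8, Hs3st6 and Surf1, lower) and 1, Hs3st6, with array weights, all but Pxdn named after their values were seen. Pxdn was past the threshold only without the trend, with a log2 fold change of 3.36. All 100 splits drawn gave at least 0 genes, and 6 of 100 gave as many as 1338 genes with an unadjusted p under 0.05. Of these 1338, 84.4% were lower, against 65.4% under quantile normalization and 75.4% under median-of-ratios scaling. The median log2 fold change of all genes was -0.26 as deposited, -0.036 and -0.18 under these scalings.

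X-linked genes: in FGOs the difference lay between -0.12 and -0.059 across the fits that each left out one library, and was past a camera p of 0.05 except without K36M replicate 3. Under fry, p from limma was over 0.05 with all genes above 0, with quantile normalization and in 5 of the 6 fits that left out a library. A difference as large in size came from 1 of 10 splits. In two-cell embryos the difference of 0.051 reversed to -0.012 with control replicate 4, and 94 of 100 splits gave one as large. The X-linked share of the published genes had an odds ratio of 4.38, and 3.81 and 4.58 against the other backgrounds. Over the listed genes with a mean TPM of at least 1, chosen after seeing the data, it was 3.34 (Fisher's exact p = 0.0225).

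Stages: 0 interaction genes passed, and 13 did with all genes above 0, 1 without a trend (Mir6975) and 3 with array weights (Cox6c, Hs3st6 and Surf1), named after their values were seen. The fits that left out one FGO library gave 0 to 3, namely Rprl2 and Rprl3, Mir5120, or Mir3097, Mir3103 and Mir7229. All 100 splits drawn gave at least 0 such genes, which a count of 0 fixes in advance. As many as 199 genes with an unadjusted p under 0.05 came from 3 of the 100 splits, which argues against chance for that count. The count was 107 to 157 with an FGO library left out and 143 with control replicate 4, fits for which no splits were drawn. The correlation between the FGO and two-cell changes of the published genes was 0.31, fell to 0.27 with all genes above 0 and 0.060 at a mean TPM of at least 5, and lay between 0.24 and 0.36 with a library left out. A correlation as large came from 6 of 100 splits of the embryos, and as many genes with the same sign from 5 of 100.

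Medians of the listed genes: with a pseudocount of 0.1 the control FGO medians were 0.55 (all genes), -1.38 (H3K36me2 loss), 2.01 (H3K36me2-enriched) and 5.84 (H3K36me3-enriched), and without genes at 0 in every library 2.69, 1.30, 2.64 and 5.88. On chromosomes 1 to 6, the H3K36me2-enriched genes had 2.47. In control two-cell embryos the median of the mean TPM gave 2.28, 0.77 and 2.43 for all, loss and H3K36me2-enriched genes. The pseudocount of 0.1 gave -0.41, -3.32 and 0.31, and leaving out genes at 0 gave 2.57, 0.80 and 2.25. The order of the lists was the same in each case, apart from the all-genes and H3K36me2-enriched medians, which changed places in FGOs and in two-cell embryos when genes at 0 were left out. The pseudocount, the median of the mean TPM and leaving out genes at 0 each change how genes at 0 count, which gives the cause of these shifts, and the cause of the shift on chromosomes 1 to 6 was not tested.

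The replicate numbers do not pair the libraries. The deviations of same-numbered FGO libraries correlated at 0.025, 0.015 and 0.10, and those of embryos at -0.10 to 0.10. With the replicate number as a block, 0 FGO genes and 0 published genes passed, the X-linked difference in two-cell embryos was -0.015, Dnmt3l was 0.049 and Xist 0.014 there, and Pxdn had an adjusted p from limma of 0.562.

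Of 92 results for single genes, 83 kept their direction under all alternatives. Past the threshold under some alternative only were 31, Rprl2 and Rprl3 without control replicate 1 and the others without K36M replicate 1, where Setd2 in FGOs went from 0.37 to 0.58. Those that reversed had small changes. With quantile normalization these were Dnmt3a (-0.0058), Nsd1 (-0.0048), Nsd2 (-0.014) and Kmt2b (-0.014) in FGOs, and Dnmt3l (0.091) and Xist (0.25) in two-cell embryos. With array weights they were Nsd1 (-0.029) and Kmt2b (-0.013) in FGOs, and Dnmt3l (0.10) and Xist (0.14) in two-cell embryos. Dnmt3l in two-cell embryos was 0.063 under median-of-ratios scaling. Xist was 0.15 with a pseudocount of 0.1, and H3f3a in two-cell embryos was 0.15 with control replicate 4. With each FGO library left out in turn, Dnmt3a ranged from -0.013 to 0.099, Nsd1 from -0.080 to 0.069, Nsd2 from -0.033 to 0.089, Kdm1b from -0.22 to 0.055, Kmt2b from -0.047 to 0.060 and Gdf9 from -0.041 to 0.022. The causes were not tested. The spread between single embryos limits the two-cell results, since the fit called 20.4% of simulated changes of 2 log2 units there.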

Differences from the paper's values

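The paper reports 54 differentially expressed genes between K36M and control FGOs, from a test on counts, and 1 was past the adjusted threshold here, from limma on log2(TPM + 1). None of the alternatives set before the data were examined closed the gap: the counts were 0, 1 or 2 genes, and 300 without K36M replicate 1. That setting called 24 of the paper's genes, and leaving out control replicate 1 called Rprl2 and Rprl3. For two-cell embryos the paper reports 1 gene, Pxdn, and 0 were past the threshold here. With array weights the count was 1, but the gene was Hs3st6, named after its values were seen. Without a mean-variance trend there were 5 genes, Pxdn among them, with Bhlhe23, Cmtm8, Hs3st6 and Surf1, which were named after their values were seen.

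The 53 genes of the paper that were not past the adjusted threshold here are Cthrc1, Grb7, Cavin1, Cdk5r2, Mfhas1, Stard4, Aph1c, Slc5a3, Map7d1, Pdzrn3, Aldh1a2, Dgkz, Gprc5c, Zc3h6, Rprl3, Dach2, 4932411N23Rik, Rprl2, Kcnj15, Muc15, Prr32, Nox4, Dcaf8l, Grik2, Mdga2, Gm35191, Eda, Tent5d, Zfp953, Dock2, Myo10, Asb12, Tmtc2, Srp68, Alpk3, Ppp3ca, Hecw2, Gm7056, Dip2c, Scel, Dock10, Robo1, Synpo, Stat4, C130074G19Rik, Aqr, Ccdc88a, Nab1, Rnf213, Zfp735, Sycp2, Pla2g4c and Dnmt1. Of these, 5 had a mean TPM under 1 and were not tested.

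The log2 fold changes of the 54 genes correlated with the paper's at 0.79 (Pearson, across genes), and 15 differed from the paper's by more than the spread between libraries. Both are on the log2 scale, but the values here are of log2(TPM + 1), which shrinks the changes of genes with a low TPM. With a pseudocount of 0.1, 8 genes differed. For genes closed by that setting, the value here and the paper's were 1.88 and 2.60 for Grb7 (2.61 with a pseudocount of 0.1), -2.16 and -3.42 for Dcaf8l (-3.19), -1.35 and -2.77 for Mdga2 (-2.60), -1.47 and -2.32 for Eda (-2.26), and -1.56 and -2.22 for Zfp953 (-2.19). Rprl3 had -4.64 here and -10.57 in the paper (-7.29 with a pseudocount of 0.1, and -6.83 without control replicate 1, both within the spread), and it is listed at 0 in the K36M libraries. Rprl2 had -3.82 here and -7.42 in the paper (-5.27 with a pseudocount of 0.1, -5.85 without control replicate 1 and -4.07 without K36M replicate 1, all within the spread).

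For the other genes none of the alternatives set before the data were examined brought the value within the spread between libraries used here. Prr32 and Nox4 came close, at -4.168 and -4.065 with a pseudocount of 0.1, so most of their gap followed the pseudocount. The value here and the paper's were 1.86 and 8.04 for Cthrc1, -0.54 and -8.39 for Dach2, -0.81 and -7.92 for 4932411N23Rik, -0.82 and -6.03 for Kcnj15, -1.13 and -5.30 for Muc15, -2.14 and -4.51 for Prr32, -1.92 and -4.38 for Nox4, and -0.81 and -2.84 for Grik2. Cthrc1 was listed at 0 in the 3 control libraries, and Dach2 and 4932411N23Rik at 0 in the 3 K36M libraries. For these 3 genes and Rprl3, the pseudocount sets the size of the change (for Cthrc1 1.86 with 1 and 4.77 with 0.1), so their sizes are not estimates and only the direction can be compared with the paper's. In two-cell embryos, Pxdn had 3.36 here and 4.77 in the paper, and 5.04 with a pseudocount of 0.1, which was the 1 alternative within the spread.

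The median log2(TPM + 1) in control two-cell embryos is about 2.7 for all genes in Fig. 3e, read by eye, and was 1.02 here. For the genes with H3K36me2 loss it is about 0.9 in Fig. 3e, read by eye, and was 0 here. The gene sets are unlike, since Fig. 3e covers 23081 genes and 2407 loss genes, against 26214 and 1998 here. How much of the gap follows from this was not tested. Under 2 of the alternatives set before the data were examined the values fell within the paper's: the median of the mean TPM (2.28 and 0.77) and leaving out genes at 0 in every library (2.57 and 0.80). The other alternatives did not close the gap. The copies of Supplementary Data 2 and 3 used here held 1998 genes each, where the paper gives 4687 and 4342.

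The discussion reports that the authors saw no preferential change of X-linked genes. In FGOs the median log2 fold change of X-linked genes was lower than that of autosomal genes by -0.083 (adjusted p = 0.146 over 20 chromosomes, camera from limma), and the 7 X-linked genes of the paper's own list were lower in K36M FGOs.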

Other observations

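The tests on K36M replicate 1 (apart from that of gene length), on the region around H3f3b, on RNA of other cells, on chance for the genes that changed in both stages, on total reads for the number of genes seen, and on scaling for X-linked genes were chosen only after the results were seen.

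K36M FGO replicate 1 correlated better with the 3 control FGO libraries (mean Pearson correlation of log2(TPM + 1) across 13775 genes 0.969) than with K36M replicates 2 and 3 (0.963), and without it the count of genes past the adjusted threshold rose to 300. Its depth is argued against, since a noisier library would correlate less with each of the others, while 0.969 is as high as the correlations between controls (0.965 to 0.970). A trend with gene length is argued against, since after removing it the correlation with the other K36M libraries was 0.963 and that with the controls 0.969. A mislabelled sample cannot be told apart from a K36M library with a smaller change. Over the 300 genes with the smallest p in the fit without it, its median position was 0.133 between the controls (at 0) and the other K36M libraries (at 1). The same measure was 0.20 to 0.39 for the controls and 0.81 and 0.83 for K36M replicates 2 and 3. Its H3f3b TPM was 399.3, above each control (308.0 at most), and 53 of the 54 published genes lay beyond the controls on the side of the change, but those genes were chosen with it. Of the 300 genes chosen without it, 155 (51.7%) lay beyond the range of the controls. The labels were kept. A candidate explanation is that many of the 300 genes separate K36M replicates 2 and 3 from the rest for a reason other than the genotype, and this stays open.

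X-linked genes were lower than autosomal genes in K36M FGOs by -0.083. Lists of autosomal genes matched on mean expression and exon length had a median as low in 0 of 10000 draws, which argues against the expression level and length of X-linked genes. Without the X-linked genes of the published list the difference was -0.080, with a p from limma of 0.0152 by camera at the preset correlation and 0.0522 by fry, which argues against a few listed genes as its source. The larger camera p from limma under quantile normalization and median-of-ratios scaling was 0.0110, which argues against scaling. Chance stays open, since the largest difference among 10 splits is the real one and 10 splits cannot give less, and adjustment over 20 chromosomes gave an adjusted p of 0.146 from limma. Some other splits of the FGO libraries also gave a camera p from limma under 0.05, so the camera p values above are weak evidence. In the interaction fit from limma, the difference between stages had a camera p of 0.0543 and a fry p of 0.771. The 7 X-linked genes among the 40 lower published genes were 17.5% (Fisher's exact test, two-sided, p = 0.00031), and over the 35 with a mean TPM of at least 1 there were 5, or 14.3% (p = 0.00558). Lists matched on mean expression held as many in 4 of 10000 draws, with a mean of 1.39, which argues against low expression alone. A lower output of the X chromosome in K36M FGOs, where the paper finds the mark most enriched, may be examined as a hypothesis.

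Genes with an unadjusted p under 0.01 from limma in both stages and the same direction numbered 9 of 12735, and 8 were lower in both. They are Astl, Zfp534, Mkln1, Mtus1, Rec114, Osbpl8, Zfp953, Zfp946 and, higher in both, Tuba3b, and all were chosen after their values were seen, Zfp953 alone being on the published list. Of 100 splits of the embryos, 1 gave as many, the real one, and the other 99 had a median of 1 and reached 8 at most, which argues against chance. Scaling is argued against too, since the smaller count of the 2 scalings was 7, of which 5 were among the 9. Without a mean-variance trend the count was 3. Mtus1 had a log2 fold change of -0.35 in FGOs and -1.09 in two-cell embryos, its groups did not overlap in either stage, and the largest unadjusted p from limma over 2 scalings and 2 stages was 0.00114. Control two-cell replicate 4, left out here, had a Mtus1 TPM of 367.6, inside the range of the K36M oocyte-derived embryos (290.4 to 656.4). The adjusted p of Mtus1 from limma was 0.257 in FGOs and 0.125 in two-cell embryos. Without K36M replicate 1, Mtus1 (adjusted p from limma 0.0322), Mkln1, Astl and Osbpl8 passed 0.05 in FGOs. Depth was not tested for these genes. Transcripts carried over from the K36M oocyte may explain them, as a hypothesis.

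The number of genes with a TPM of at least 1 was 13066 ± 1631 in the 7 control and 11551 ± 1361 in the 8 K36M oocyte-derived embryos (SD; two-sided exact permutation test, p = 0.0721, adjusted over 4 measures 0.169), a difference not past 0.05. With the paper's total reads removed, the exact permutation p was 0.206, so depth and genotype cannot be told apart here, and the reads behind the TPM values are unknown. Less RNA per embryo was not tested.

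Srp68 lies 219127 bp from H3f3b on chromosome 11, and it was lower while H3f3b was higher in K36M FGOs. Of 49 other genes within 1 Mb of H3f3b, 8.16% had an unadjusted p under 0.05 from limma, against 10.5% of the other genes (Fisher's exact test, two-sided, p = 0.815). Their median log2 fold change was 0.16, and an effect over the region cannot be told apart from none with so few genes. An effect of the allele on Srp68 alone, or of linked strain variants, was not tested.

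The 14 published genes that were higher in K36M FGOs were weighed against RNA from other cells. None of the 10 granulosa markers, all with a mean TPM of at least 1 in FGOs, was higher in each K36M library than in each control (0 of 10). Of the 10, 4 were lower, and their median log2 fold change was 0.093. The most abundant, Nr5a2, had a TPM of 71.0 ± 5.4 in controls and 118.0 ± 39.1 in K36M FGOs (SD, n = 3 each). Of 5 stroma markers, 3 had a mean TPM of at least 1 and 0 of 3 were higher in each K36M library. The most abundant, Col3a1, had 1.15 ± 0.66 and 2.07 ± 1.28. The blood markers had a mean TPM of 0.0633 at most (Hbb-bs). No listed marker is on the published list. The level of the blood markers argues against RNA of blood cells as the source of the higher genes. RNA of granulosa or stroma cells cannot be told apart from other sources, since the markers went both ways and the most abundant one of each list had a higher mean in K36M FGOs.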
